# Oviposition by *Spodoptera exigua* on *Solanum dulcamara* Alters the Plant’s Response to Herbivory and Impairs Larval Performance

**DOI:** 10.3390/ijms19124008

**Published:** 2018-12-12

**Authors:** Daniel Geuss, Tobias Lortzing, Jens Schwachtje, Joachim Kopka, Anke Steppuhn

**Keywords:** Plant defense, primary and secondary metabolism, defense priming, insect eggs, protease inhibitors, herbivory, transcriptomics, metabolomics, microarray

## Abstract

Plant resistance traits against insect herbivores are extremely plastic. Plants respond not only to the herbivory itself, but also to oviposition by herbivorous insects. How prior oviposition affects plant responses to larval herbivory is largely unknown. Combining bioassays and defense protein activity assays with microarray analyses and metabolite profiling, we investigated the impact of preceding oviposition on the interaction of *Solanum dulcamara* with the generalist lepidopteran herbivore *Spodoptera exigua* at the levels of the plant’s resistance, transcriptome and metabolome. We found that oviposition increased plant resistance to the subsequent feeding larvae. While constitutive and feeding-induced levels of defensive protease inhibitor activity remained unaffected, pre-exposure to eggs altered *S. dulcamara*’s transcriptional and metabolic response to larval feeding in leaves local and systemic to oviposition. In particular, genes involved in phenylpropanoid metabolism were more strongly expressed in previously oviposited plants, which was reflected by reciprocal changes of primary metabolites upstream and within these pathways. Our data highlight that plants integrate signals from non-threatening life stages of their natural enemies to optimize their response when they become actually attacked. The observed transcriptional and metabolic reshaping of *S. dulcamara*’s response to *S. exigua* herbivory suggests a role of phenylpropanoids in oviposition-primed plant resistance.

## 1. Introduction

Plants have evolved numerous traits to resist or prevent herbivory. These can be constitutively expressed or induced upon herbivore attack [1]. Inducible defense traits allow plants to restrict their investments into resistance to situations of herbivore attack and to tailor their response specific to the attacker. A drawback of inducible defense is the risk of substantial damage during the time required to establish effective resistance, which can take up to several days [1]. However, not only herbivory itself can increase plant resistance to herbivores but also stimuli that are predictive of an upcoming attack. For example, plants exposed to volatiles released from adjacent herbivore-attacked plants can enhance their own inducible defenses [2,3,4]. 

Oviposition by insect herbivores on a host plant poses a particularly high risk of future herbivory and can enable plants to respond to the attacker even before actual damage occurs [5]. Some of those responses can reduce egg survival, either directly, such as by the production of ovicidal substances, [6,7] or indirectly, such as by the activation of chemical signals to attract egg parasitoids [8,9]. Furthermore, insect oviposition can facilitate increased plant resistance to subsequently feeding larvae which is reflected by their reduced performance on previously egg laden plants [10,11,12,13,14], but how this is mediated is largely unknown.

On the one hand, oviposition may induce plant defense traits against the feeding larvae. On the other hand, plant responses to oviposition may alter how plants respond to the feeding larvae and thereby increase plant resistance. An example of the latter is the enhanced inducibility of two anti-herbivore defense traits upon larval feeding when *Nicotiana attenuata* plants were previously oviposited by *Spodoptera exigua* [11]. Larvae of this noctuid herbivore suffer reduced performance on previously oviposited plants, which showed an increased induction of protease inhibitor (PI) activity and content of caffeoylputrescine, a phenylpropanoid-polyamine conjugate. Plants that are deficient for both defense traits due to gene silencing of the transcription factor *NaMyb8* [15,16] are also incapable of improving their resistance against *S. exigua* larvae after oviposition [11]. Thus, when *N. attenuata* is oviposited, it enhances its feeding-induced defense as a resistance strategy. Also, tomato plants that had been oviposited by a noctuid moth increase their inducibility of PI gene expression and of the phytohormone jasmonic acid (JA) [17], the key regulator of plant defense responses to chewing herbivores [18]. 

Contrasting results were obtained for egg-mediated effects in *Arabidopsis thaliana*. The expression of feeding-induced defense genes is attenuated and larval performance of *Spodoptera littoralis* is increased after a treatment with egg-extract of *Pieris brassicae* [19]. Both effects require intact biosynthesis of salicylic acid (SA), a phytohormone that is induced by oviposition and that can antagonize JA signaling [19,20,21]. Accordingly, the reduced resistance of *A. thaliana* to *S. littoralis* after egg-extract treatment is attributed to a negative cross-talk between egg-induced SA and feeding-induced JA signaling. Yet, performance of *P. brassicae* larvae on *A. thaliana* can also be reduced due to its oviposition on the plant [13,22]. Similarly, pre-treatment of *Brassica nigra* plants with *P. brassicae* egg-extract reduced larval performance of *P. brassicae* larvae, despite the induction of SA signaling and a reduced induction of JA-mediated gene expression [23]. Hence, the effect of insect oviposition on plant resistance to feeding larvae seems to vary for different insect-plant interactions.

Few studies used transcriptome analyses to survey plant responses to insect eggs and they determined substantial transcriptional changes in *A. thaliana*, *B. nigra* and *Solanum dulcamara* [6,23,24,25]. In response to moth oviposition, all three species showed an up-regulation of genes involved in plant defense responses to pathogens, in responses to oxidative stress and in phenylpropanoid metabolism. Other than in these plant species, oviposition by the elm leaf beetle *Xanthogaleruca luteola* inflicts damage and regulates the plant’s transcriptome more similarly to the JA-mediated wound response [26].

Recent studies also evaluated how the feeding-induced plant transcriptome is affected by insect eggs. The transcriptional response of *Ulmus minor* to feeding *X. luteola* larvae was faster when the plants were oviposited one week earlier but not qualitatively altered [26]. The latter was found for the transcriptomic response of *A. thaliana* to herbivory by *P. brassicae* larvae, which was altered in more than 200 genes due to a previous oviposition by the same species [22]. In contrast to that, pre-treatment of *B. nigra* plants with *P. brassicae* egg-extract did not or only marginally affected the plant’s transcriptional response to subsequent *P. brassicae* herbivory [23]. Also, when generalist *S. exigua* or specialist *Manduca sexta* larvae were feeding on *N. attenuata* that were oviposited by conspecific moths, only marginal differences were found one day after onset of larval feeding [27]. Yet, the feeding-induced transcriptional response of the plant to both species differed tremendously and oviposition by *S. exigua* shifted the species-specific imprint of *M. sexta* larvae towards the *S. exigua*-specific imprint and vice versa [27]. Together, these studies underline that the oviposition by an insect herbivore is an important but largely overlooked aspect of herbivore-plant interactions that affects how plants respond to the herbivorous stage with consequences for the plant’s resistance and the insect performance. However, our knowledge on the effects of insect oviposition on the plant’s response to the feeding larvae is still fragmentary. Thus, more studies are required to identify general patterns of oviposition-mediated modulation of plant responses to herbivory but also those aspects that are very specific to the investigated insect–plant interaction. 

We investigated how oviposition by the generalist herbivore *S. exigua* on *S. dulcamara*, a wild model species that is closely related to crop species such as tomato and potato, affects the plant’s interaction with feeding *S. exigua* larvae. As we had shown previously, *S. dulcamara* responds to oviposition by *S. exigua* with an effective direct defense against the eggs through reactive oxygen species produced in tissue beneath the eggs [6]. Therefore, it is a promising model system to explore whether and how oviposition on the plant affects the performance of later feeding larvae. We found that a preceding oviposition also increased plant resistance to *S. exigua* larvae in *S. dulcamara*. Because this species also responds to herbivory with the production of defensive PI activity [28,29], we then examined whether feeding-inducible PI activity is altered in oviposited plants as it is in other Solanaceae [11,17]. Furthermore, we examined how oviposition affects the plant’s phytohormonal, transcriptional and metabolic responses to larval feeding. One day after the onset of larval feeding, we found no effects of a preceding oviposition on phytohormone levels but on *S. dulcamara*’s feeding-induced transcriptome and metabolome. At both levels, an altered induction of phenylpropanoids was indicated, which we discuss together with recent studies in other plant species, as a general target of oviposition-priming in plant metabolism.

## 2. Results

### 2.1. Moth Oviposition on S. dulcamara Impairs Performance of Subsequently Feeding Larvae

We used two different setups to test whether oviposition by *S. exigua* on *S. dulcamara* would affect the performance of subsequently feeding *S. exigua* larvae. In the first setup, we confined six larvae on a single leaf. Within the first two days, larvae on oviposited plants suffered a three-fold higher mortality than larvae on non-oviposited plants. Thereafter, larval mortality also vastly increased on non-oviposited plants up to about 40% at day six, which was similar to the mortality on oviposited plants (Figure 1a). However, the larvae surviving until day six on non-oviposited plants gained significantly more weight than those on oviposited plants (Figure 1b). 

In a second, more natural setup we released larvae onto the whole plant after two days of feeding on the oviposited and the next-youngest leaves. In this setup, the higher mortality of larvae on oviposited plants persisted from day two until pupation (Figure 1c). The fewer larvae surviving on oviposited plants until day 10 weighed more than larvae on non-oviposited plants but this difference was not retained to the pupal stage (Figure 1d). The amount of feeding damage on the plants correlated positively with the number of larvae that survived until day 10 (Pearson correlation: r = 0.55, *p* = 0.018; Appendix A: Figure A1). Similarly, both the proportion of leaf area consumed by larvae and plant biomass correlated most strongly (r = 0.92, *p* < 0.001 and r = -0.57, *p* = 0.015, respectively) with the sum of all larval weights on a plant at day 10. However, likely due to the opposing effects of prior oviposition on larval survival and weight gain, neither feeding damage nor plant biomass differed between oviposited and non-oviposited plants.

### 2.2. Feeding-Induced PI Activity in S. dulcamara Is Not Altered by Prior Oviposition 

Similar to other plants, trypsin PI activity is inducible in *S. dulcamara* in response to herbivory and methyl jasmonate (MeJA) application (Figure 2a). It remained at constitutive levels in leaves that had been fed by a single *S. exigua* larva for two days but significantly increased one day later and even further within the next day. In the full-factorial experiment, PI activity was strongly increased in leaves on which initially 20 *S. exigua* neonates were released and could feed for three days, but this induction was not altered due to previous oviposition, nor did oviposition per se affect PI activity (Figure 2b).

### 2.3. S. dulcamara’s Phytohormonal Response to Larval Feeding and Oviposition 

In another full-factorial experiment, we analyzed the levels of phytohormones in untreated control plants (C), previously oviposited plants (E), plants fed upon by *S. exigua* larvae (F) and previously oviposited plants subsequently fed upon by larvae (EF). At the analyzed time points, either one day (L0-leaf) or two days (L1-leaf) after the egg removal, we found no differences between C- and E-plants. Larval feeding for 24 h increased levels of JA, JA-isoleucine (JA-Ile), and abscisic acid (ABA) in both leaf positions, the L0-leaf that was previously exposed to the eggs and the next-youngest L1-leaf that was fed upon one day later (Figure 3). However, neither levels of SA, JA, JA-Ile or ABA differed between EF-plants and F-plants.

### 2.4. Oviposition Modifies S. dulcamara’s Transcriptional Response to Larval Feeding 

To further investigate what plant responses could be related to the altered larval performance on oviposited plants, we performed a non-targeted transcriptome analysis of *S. dulcamara*’s transcriptional response to larval feeding in plants with and without previous oviposition. 

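The transcriptome of the L1-leaf was measured on 12 arrays, 3 for each of the treatments C, E, F and EF. Each array was hybridized with RNA pooled from 3 plants, and the 3 replicates of a treatment came from the plant populations Erkner, Friesland and Siethen, with 1 array per population. The authors deposited the scanner output, in which the intensity of each spot is the mean pixel signal, given together with the median signal of its local background and without normalization. The median signal of the gene probes lay between 146 and 157 on the arrays of C-plants, between 160 and 170 for E-plants, between 146 and 175 for F-plants and between 150 and 170 for EF-plants. The median ratio of signal to local background ranged from 5.49 to 9.25 over all arrays, with a median of 6.06, and between 79.5% and 84.9% of the gene probes were well above background. A total of 47680 of the 61651 gene probe spots exceeded the dark-corner threshold on at least 3 arrays. These spots were background-corrected with normexp without an offset and quantile normalized, and averaging them per contig and strand left 24506 targets, which are called genes from here on. All 4 treatments were fitted in 1 linear model in limma with moderated variances. A gene was counted as differentially expressed when it differed at least 2-fold with an unadjusted p-value below 0.05, and numbers after Benjamini-Hochberg adjustment are given separately. The small number of arrays limits the precision of each value. The arrays of the L0-leaf were not analysed here.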

Using a custom microarray for *S. dulcamara* we analyzed two sequentially attacked leaf positions, local (L0) and systemic (L1), to prior oviposition. 

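In the L1-leaf, 685 genes were differentially expressed in E-, F- or EF-plants relative to control plants. F-plants had 572 of these genes, 413 up-regulated and 159 down-regulated, and EF-plants had 462, of which 380 were up-regulated and 82 down-regulated. An adjusted p-value below 0.05 in limma's test was reached by 79 genes in F-plants and by 32 genes in EF-plants, and by 510 and 214 genes with the population as a replicate block. Without the block and together with the 2-fold threshold, this left 71 genes in F-plants and 29 in EF-plants, all of them up-regulated. Among the other settings, a normexp offset of 50 gave the lowest numbers, with 286 genes in F-plants and 229 in EF-plants, and leaving out the Friesland population the highest, with 887 and 673. In 560 of the 572 genes of F-plants and in 448 of the 462 genes of EF-plants, the change had the same direction in all 3 populations. These genes were chosen on the same arrays, which favours such agreement.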

In the L0-leaf, 950 genes (and 855 genes in the L1-leaf) were differentially expressed in E-, F- and EF-plants relative to control plants (Figure 4a, see Supplementary material: Table S1 for all genes differentially regulated between any of the treatments in both leaves). More than 90% of these genes were altered in plants that received larval feeding (F- and EF-plants) and only 5% and 2.5% of these genes were among the 132 and 82 genes that were differentially expressed between E- and control plants in the L0- and L1-leaf (marked in ocher in Figure 4a), respectively. Thus, one day after egg-exposure, oviposition per se left a marginal transcriptional imprint barely overlapping with feeding responsive transcripts.

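Of the 685 genes altered in the L1-leaf, 670 (97.8%) were altered in F- or EF-plants. Between E- and control plants, 23 genes were differentially expressed, of which 7 were up-regulated and 16 down-regulated. Only 8 of the 685 genes (1.17%) were altered in E-plants and also in F- or EF-plants. None of the 23 genes reached an adjusted p-value below 0.05 in limma's test, and 221 of the 24506 genes (0.902%) had an unadjusted p-value below 0.05. With the population as a replicate block in the model, 72 genes were differentially expressed between E- and control plants, 33 up- and 39 down-regulated, of which 0 had an adjusted p-value below 0.05 and 683 genes had an unadjusted one below 0.05. Without the filter on dim probes the number was 109, and it was 164 when the Friesland population was left out.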

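Of the genes altered in E-plants in the same direction in all 3 populations of the L1-leaf, the largest increase was found for the contig comp4507_c0_seq1|comp4507_c0_seq2, which has no description in the files. Its log2 fold change was 2.97 (standard error 1.04) in E-plants, 6.66 in F-plants and 7.02 in EF-plants relative to control plants, where 2 of the 3 arrays measured it well above background. The Erkner array of the control plants did not, so that these values and the rank of the contig rest in part on a signal near background. The log2 fold change of E-plants was 1.80 without this array and 1.31 without the Erkner population, and neither met the criteria for differential expression. By population, E-plants exceeded C-plants by 1.81 in Friesland and 0.76 in Siethen. The contig comp17315_c0_seq1, described as N-acetyltransferase or tyramine N-feruloyltransferase, was not well above background on any control array. It was at least 2.47-fold higher in E-plants, at least 2.90-fold higher in F-plants and at least 2.40-fold higher in EF-plants. For this bound, control arrays below it were set to the lowest signal that was well above background on the same array. The next largest increase was 1.67 (standard error 0.64) for 1 strand of comp26587_c0_seq1, described as UDP-glucosyltransferase or flavonoid glucosyltransferase. This contig missed the criteria in 9 of 33 alternatives. Neither of these contigs is in the list of phenylpropanoid genes used below. The largest decreases were -1.89 (standard error 0.58) for comp19396_c0_seq1, -1.87 (standard error 0.67) for comp26935_c0_seq1 and -1.81 (standard error 0.67) for comp22837_c0_seq1. In E-plants, 2 of 3 arrays measured comp19396_c0_seq1 and comp26935_c0_seq1 well above background and 1 of 3 measured comp22837_c0_seq1.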

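Of the 670 genes of the L1-leaf that were altered in F- or EF-plants relative to control plants, 364 (54.3%) were altered in both and in the same direction. No gene was altered in opposite directions, while 2 were with the population as a replicate block. Leaving out the EF-array from Erkner, the EF-array from Friesland or the Erkner population gave 1 such gene each. Both comparisons use the same 3 control arrays, which gives a shared part even without any response. Of 50 simulated data sets without a treatment effect, 42 had altered genes, and their shared part had a median of 0.41% and reached at most 37.7%. Leaving out the Erkner population lowered the shared part to 36.0%, and at an adjusted p-value below 0.05 it was 37.0%.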

The response to larval feeding overlapped between F- and EF-plants to only one third in the L0-leaf and about half in the L1-leaf. This common response of F- and EF-plants (marked in blue in Figure 4a) was dominated by up-regulated genes in both leaf positions and includes the strongest regulated genes in response to feeding (Figure 4b, Appendix A: Figure A2). 

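The common response in the L1-leaf held 325 up-regulated and 39 down-regulated genes. All 50 of the differentially expressed genes with the largest changes in F-plants belonged to it, as did 48 of the 50 genes with the largest changes in EF-plants. A Kunitz trypsin inhibitor (comp21_c0_seq1) had the largest log2 fold change in F-plants, with 6.95 (standard error 1.11), and reached 5.10 in EF-plants; 2 of the 3 control arrays measured it well above background. For a polyphenol oxidase (comp2630_c0_seq3) the values were 5.57 (standard error 1.63) in F-plants and 5.14 in EF-plants, and 2 of the 3 control arrays measured it. The contig comp31162_c0_seq1 was not well above background on any control array and was at least 28.4-fold higher in F-plants and at least 29.8-fold higher in EF-plants. Among the decreases, comp27744_c0_seq1 changed by -2.29 in F-plants and by -2.53 in EF-plants (standard error 0.57 for each).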

About 45% of the feeding-responsive genes in the L0-leaf were exclusively altered in F-plants (light grey). These genes were dominated by down-regulated genes. This was similar in the L1-leaf in which one third of the feeding-responsive genes were exclusively altered in F-plants. 

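Genes exclusively altered in F-plants numbered 208 in the L1-leaf, which is 31.0% of the feeding-responsive genes. Of these, 120 were down-regulated and 88 were up-regulated. Down-regulated genes also prevailed with the population as a replicate block, with 160 against 99. The balance was reversed in other settings. Up-regulated genes prevailed with 56 against 43 at a normexp offset of 50, and with 88 against 49 without the Siethen control array. Without the Siethen population they did so with 120 against 75. All 208 genes changed in the same direction in EF-plants. Both comparisons use the same control arrays, and in simulated data sets without a treatment effect the median share was also 100%. The median absolute log2 fold change of the 208 genes was 1.20 in F-plants, and in the same direction it was 0.84 in EF-plants. In EF-plants, 37 of them also differed at least 2-fold from control plants and 71 had an unadjusted p-value below 0.05, but none met both criteria.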

In both leaf positions, around 16% were exclusively altered in EF-plants (dark grey). 

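In the L1-leaf, 98 genes (14.6% of the feeding-responsive genes) were exclusively altered in EF-plants. In F-plants, 92 of these 98 genes (93.9%) changed in the same direction, with a median log2 fold change of 0.81 against 1.18 in EF-plants. Both comparisons use the same control arrays, and in simulated data sets without a treatment effect the median share was 90.9%.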

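Of the 98 genes of the L1-leaf altered only in EF-plants, 55 were up-regulated and 43 were down-regulated.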

The ratio between up- and down-regulation was relatively balanced in the genes specifically regulated in EF-plants. 

The large fraction of feeding-responsive genes that were not shared between F- and EF-plants suggests an altered transcriptional response to the larvae due to the preceding oviposition. 

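To compare the shared part of the L1-leaf with that of a single response, 100 data sets were simulated in which F- and EF-plants had the same response to feeding and eggs had no effect, with the population differences and the remaining variance of the 12 arrays. The shared part had a median of 51.4% in these data sets, with a range from 29.9% to 80.3%, and it was at or below the observed 54.3% in 58 of them. The larger of the parts exclusive to one treatment had a median of 33.2% and was at least as large as the observed 31.0% in 56 data sets. From the part of the feeding response that F- and EF-plants did not share, the paper proposes that the preceding oviposition altered the transcriptional response to the larvae, and it then compares both treatments directly.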

To explore this possibility, we directly compared the transcriptomes of F- and EF-plants to each other. 

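Between EF- and F-plants, 40 genes were differentially expressed in the L1-leaf, 24 with a higher and 16 with a lower expression in EF-plants. None reached an adjusted p-value below 0.05 in limma's test, and 216 of the 24506 genes (0.881%) had an unadjusted p-value below 0.05. In 39 of the 40 genes the difference had the same direction in all 3 populations. The genes were chosen on these same arrays, which favours such agreement. It was also found in 20 of the 23 genes that differed between E- and C-plants. With the population as a replicate block, 69 genes were differentially expressed (36 higher and 33 lower in EF-plants), which included 38 of the 40 genes, and again 0 had an adjusted p-value below 0.05 while 655 genes had an unadjusted one below 0.05. Without the filter on dim probes there were 98 genes. The number was 92 without the EF-array from Erkner. The arrays were hybridized on 3 slides, and with the slide as a block 51 genes were differentially expressed, among them 27 of the 40, while all 40 kept their direction. Of the genes with the same direction in all 3 populations, the largest decreases in EF-plants were -3.37 (standard error 0.96) for comp11057_c0_seq4|comp11057_c0_seq5|comp11057_c0_seq6, -3.05 (standard error 1.19) for comp237_c0_seq1 and -2.37 (standard error 0.94) for comp25322_c0_seq1. In EF-plants, only 1 of 3 arrays measured the first of these contigs well above background and 2 of 3 measured comp25322_c0_seq1, so that their values and ranks rest in part on signals near background. With a normexp offset of 50, the difference of the first was -0.79 and did not meet the criteria. For comp237_c0_seq1, the difference was -0.34 in Erkner, -4.59 in Friesland and -4.21 in Siethen. It did not meet the criteria in 10 of 34 alternatives, and its probes gave -1.89 and -4.66.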

We found 178 genes in the L0-leaf and 82 genes in the L1-leaf that were differentially expressed in F- and EF-plants. Many of these genes showed an inverse regulation in F- and EF-plants relative to control plants (red in Figure 4b and Appendix A: Figure A2) and more than half of these were among the feeding-responsive genes in both leaf positions (Appendix A: Figure A2). 

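In the L1-leaf, 29 of the 40 genes (72.5%) had opposite signs in F- and EF-plants relative to control plants. Of the 100 simulated data sets in which F- and EF-plants had the same response, 75 had genes that differed between EF- and F-plants. The share of opposite signs in these had a median of 50% and was at least as large as the observed one in 23 of them. Among the 40 genes, 17 (42.5%) belonged to the feeding-responsive genes.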

Gene expression in both leaf positions correlated well and showed very similar regulation patterns for the treatments (Appendix A: Figure A2 and Figure A3) and we summarized these multiple comparisons of the analyses for both leaf positions (Figure 4c). Among the 1280 genes that were altered relative to control plants in F- and EF-plants in both or either of the two leaf positions, slightly more than 10% (131 genes) were differentially expressed between F- and EF-plants when directly compared. These account for 65% of the genes with a higher expression and almost half of the genes with a lower expression in EF-plants than in F-plants, while just 15% of the genes exclusively altered in F-plants and 20% of the genes exclusively altered in EF-plants were significantly different between F- and EF-plants. Thus, this analysis could substantiate an altered transcriptional response to larval feeding by prior oviposition for about a fifth of the genes that are only altered in one of the feeding treatments and suggests that there are also transcriptional changes among genes that show less distinct expression differences compared to control plants and among those that are changed in a similar direction in F- and EF-plants. 

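For the L1-leaf alone, the 17 feeding-responsive genes that differed between EF- and F-plants made up 2.54% of the feeding-responsive genes. They comprised 5 of the 208 genes exclusively altered in F-plants (2.40%), 11 of the 98 genes exclusively altered in EF-plants (11.2%) and 1 of the 364 genes altered in both. Leaving out 1 array or population gave 1.62% to 12.6% of the genes exclusive to F-plants and 4.23% to 18.6% of those exclusive to EF-plants. With the population as a replicate block, these shares were 4.63% and 18.1%, and 5.33% of the feeding-responsive genes differed.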

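Of the 24 genes of the L1-leaf with a higher expression in EF- than in F-plants, 23 had a lower mean in F-plants than in control plants. In 21 of these the mean of EF-plants was above that of control plants.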

The largest number (48) of feeding-regulated genes that were differentially expressed between F- and EF-plants were down-regulated in response to larval feeding but their expression in EF-plants was not different from control plants (Figure 4c). Among them were genes of the core phenylpropanoid pathway, such as *hydroxycinnamoyl-CoA quinate transferases* (*HQT*), the oxidative stress-related genes e.g., *glutathione S-transferase* (*GST*), and signaling-related genes e.g., *ethylene responsive transcription factors*. 

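Of the contigs described as hydroxycinnamoyl-CoA quinate or shikimate/quinate transferase, a pair met the criteria for differential expression between EF- and F-plants, and comp21601_c0_seq1 and comp651_c0_seq1, whose descriptions also hold the name HQT, did not. For *HQT* comp16609_c0_seq1, the contig in Table S3, the normalized log2 intensity was 7.10 ± 1.75 (SD, n = 3) in C-plants, 8.68 ± 1.16 (SD, n = 3) in E-plants, 5.07 ± 1.65 (SD, n = 3) in F-plants and 8.39 ± 0.83 (SD, n = 3) in EF-plants. The log2 fold change of EF- against F-plants was 3.32, with a standard error of 1.02. All 3 arrays of EF-plants exceeded all 3 arrays of F-plants (two-sided exact permutation test, p = 0.1, which is the smallest p that 3 arrays against 3 allow). This test and the other exact tests treat the arrays as unpaired and ignore their matching by population. The contig met the criteria for differential expression in this comparison, and it did not when the Erkner population was left out, with a log2 fold change of 2.50. Against control plants, F-plants changed by -2.03 (exact permutation test, p = 0.2), which met the criteria only in 6 of 33 alternatives, among them the population as a replicate block. The other contig, comp18741_c0_seq1, differed by 1.68 between EF- and F-plants with a standard error of 0.65 and by -0.66 between F- and control plants; only 1 of the 3 arrays of F-plants measured it well above background. For *GST* comp17002_c0_seq1, EF-plants exceeded F-plants by 3.24 with a standard error of 1.19 (exact permutation test, p = 0.2). This difference met the criteria, but not in 5 of 33 alternatives, among them leaving out the Erkner population. F-plants differed from control plants by -2.51 (exact permutation test, p = 0.3), which met the criteria in 5 alternatives that include the block. After adjustment over all genes, neither *HQT* nor *GST* differed between EF- and F-plants, with adjusted p = 1.00 in limma's test for each and a higher value in EF-plants in all 3 populations. The ethylene responsive transcription factors that Table S1 lists as different between EF- and F-plants of the L1-leaf are comp10094_c0_seq1 and comp12727_c0_seq1. The latter did not exceed the dim-probe threshold and differed by 1.15 between EF- and F-plants when no filter was applied. Both strands of comp10094_c0_seq1 are on the array and Table S1 does not name the strand; the only one that exceeded the threshold differed by -0.83 between EF- and F-plants with a standard error of 1.10, and the other one, without a filter, by 0.48.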

We confirmed by qPCR the induction patterns of two of those genes (*HQT*, *GST*), of a gene up-regulated solely in EF-plants (*major latex-like protein*) and of a gene differentially expressed between EF- and F-plants but not in relation to C-plants (*anthocyanidin synthase*) (Appendix A: Figure A4).

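The *major latex-like protein* (comp17996_c0_seq1) had a normalized log2 intensity of 2.79 ± 1.39 (SD, n = 3) in C-plants, 3.42 ± 2.33 (SD, n = 3) in E-plants, 3.39 ± 3.20 (SD, n = 3) in F-plants and 7.38 ± 1.45 (SD, n = 3) in EF-plants. It was well above background on all 3 arrays of EF-plants but on only 1 array of each other treatment, and the Friesland array had the highest value in every treatment. The log2 fold change of EF-plants was 4.59 against control plants and 3.99 against F-plants, each with a standard error of 1.62. An exact permutation test that does not pair the populations gave p = 0.1 for the former and p = 0.3 for the latter. The latter met the criteria for differential expression in 23 of 32 alternatives. The population as a replicate block was among these 23. By population, EF- exceeded F-plants by 4.77 in Erkner, 1.98 in Friesland and 5.22 in Siethen, and F-plants differed from C-plants by -0.22, 2.69 and -0.66. For *anthocyanidin synthase*, Table S3 lists comp14387_c0_seq1, which the files describe as a glyoxylate reductase and which differed by -0.09 between EF- and F-plants. The values here are those of comp14387_c0_seq2, which the files and Table S1 describe as anthocyanidin synthase. This contig had a log2 fold change of 3.10 between EF- and F-plants, with a standard error of 1.36 (exact permutation test, p = 0.2), which met the criteria in 21 of 33 alternatives. The log2 fold change was 1.71 between E- and C-plants, -0.96 between F- and C-plants and 2.14 between EF- and C-plants. Only with the population as a replicate block did the last comparison meet the criteria, among the settings decided on before the values were seen. By population, EF- exceeded F-plants by 5.35 in Erkner, 3.72 in Friesland and 0.22 in Siethen. The qPCR data were not used here.

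**Figure D1:**
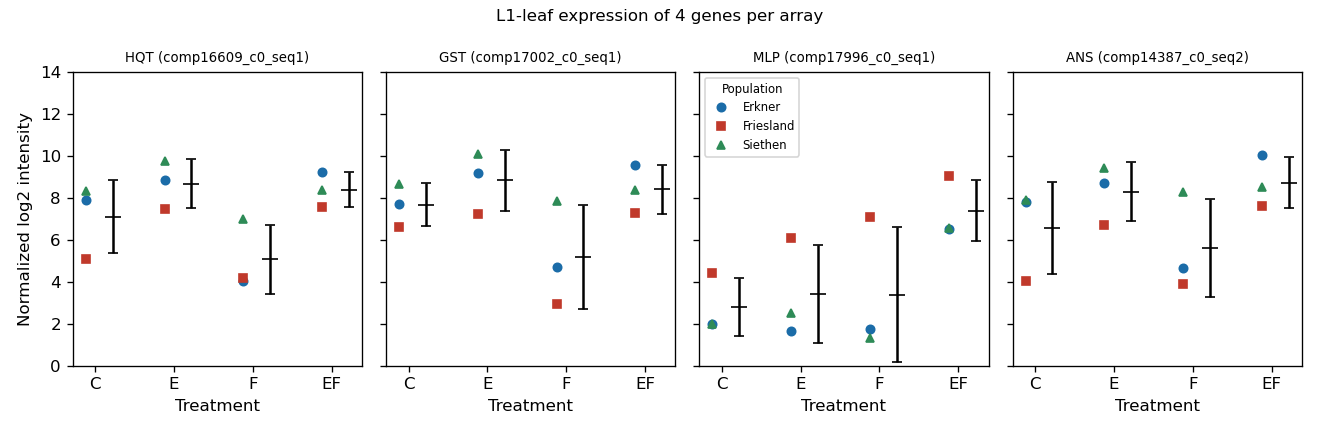
Normalized log2 intensity (vertical axis) of *HQT*, *GST*, the *major latex-like protein* (*MLP*) and *anthocyanidin synthase* (*ANS*) in the L1-leaf of C-, E-, F- and EF-plants (horizontal axis). Each point is 1 array with its population, and bars show the mean and SD of 3 arrays; the mean of *HQT* is 5.07 in F-plants and 8.39 in EF-plants.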

### 2.5. Genes of Phenylpropanoid-Related Pathways Were More Strongly Expressed in Previously Oviposited Plants 

We used gene ontology (GO) enrichment analysis to investigate the biological processes in which genes were differentially regulated by the different treatments. In response to feeding (F- and/or EF-plants compared to C-plants), 194 and 293 GO-terms were significantly enriched in the L0- and L1-leaf. F- and EF-plants shared around 60% of these terms (Appendix A: Figure A5), which include many terms related to plant responses to biotic and abiotic stressors, phytohormone biosynthesis and signaling (mostly JA-related), oxidative stress, and plant secondary metabolism (Supplementary material: Table S2). In E-plants only 12 and 19 GO-terms were significantly enriched in the L0- and L1-leaf. These terms did not overlap between both leaf positions and those enriched in the L1-leaf of E-plants were only represented by two–three differentially regulated genes (Supplementary material: Table S2) with only one exception (GO:0018958; phenol-containing compound metabolic process represented by six genes). Half of the 12 GO-terms enriched in the L0-leaf of E-plants (represented by two-nine genes) overlapped with both feeding treatments but two overlapped only with EF-plants (Appendix A: Figure A5).

We then investigated whether genes differentially regulated between F- and EF-plants are overrepresented in distinct biological processes. In the L0-leaf, we found biological processes that can be grouped into five functional categories to be enriched (Figure 5a). Several GO-terms were related to developmental processes that are mainly related to the formation of reproductive tissues. Nevertheless, GO-terms with the highest number of differentially expressed genes were related to synthesis and metabolism of phenylpropanoids such as flavonoids and anthocyanins.

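The GO annotation was not used here, and phenylpropanoid genes were taken from the protein descriptions in the array files by search terms for the enzymes of the pathway. This list held 143 of the 24506 genes of the L1-leaf. Between EF- and F-plants, 8 of them were differentially expressed. They are *HQT* comp16609_c0_seq1 and comp18741_c0_seq1, *anthocyanidin synthase* comp14387_c0_seq2, a dihydroflavonol reductase (comp16883_c0_seq1), a chalcone synthase (comp2637_c0_seq1), an anthocyanidin glucosyltransferase (comp10917_c0_seq1) and a pair of contigs described as anthocyanin permease (comp19003_c0_seq1 and comp15058_c0_seq1). The descriptions of this last pair name transporters and not enzymes, so that the list is wider than the enzymes of the pathway. In limma's test 9 list genes had an unadjusted p-value below 0.05, and 0 had one below 0.05 when adjusted over the list alone or over all genes tested. Fisher's exact test on all genes tested gave p = 7.25e-11 (two-sided) for 8 list genes among the 40 genes that differed between EF- and F-plants, but it treats genes as independent. The deviations of the 8 genes from the treatment means correlated across arrays with a median coefficient of 0.74 between genes. When the Erkner population was left out, 0 list genes had an unadjusted p-value below 0.05 in limma's test.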

In the GO-analysis of the L1-leaf (systemic to oviposition), phenylpropanoid related processes also showed the largest fraction of differentially expressed genes among the enriched biological process terms (Figure 5b). This functional group was extended by new GO-terms which are processes related to lignin biosynthesis and metabolism. 

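Among the enzymes of lignin biosynthesis in the list, 0 of the 14 cinnamoyl-CoA reductases, 7 cinnamyl alcohol dehydrogenases and 4 caffeate and caffeoyl-CoA methyltransferases were differentially expressed between EF- and F-plants of the L1-leaf, and 0 of them had an unadjusted p-value below 0.05 in limma's test. Their median log2 fold changes were -0.04, -0.01 and 0.08. Of the 25 hydroxycinnamoyl transferases, 18 had a higher mean in EF-plants and 2 were differentially expressed.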

Again, developmental processes were represented as were terms related to abiotic stress. Other than in the L0-leaf, the majority of genes in terms enriched in the L1-leaf were more highly expressed in response to feeding on oviposited plants compared to plants that were subjected to feeding alone.

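All 8 differentially expressed genes of the phenylpropanoid list had a higher expression in EF- than in F-plants, with a median log2 fold change of 2.32. Over the whole list, 78 of the 143 genes (54.5%) had a higher mean in EF-plants, compared with 48.6% of all genes. The median log2 fold change of the list was 0.04 and its mean was 0.26, and the median changed its sign when only probes above the dark-corner threshold on all 12 arrays were kept, which leaves out genes that are dim in F-plants. A test of the list against all other genes with limma's camera and a preset correlation of 0.01 gave p = 0.00301 in favour of EF-plants. With fry, which takes the correlation between genes from the data, p was 0.171. Fry tests whether the list genes differ at all, not against other genes, so that both p-values answer different questions. With the population as a replicate block, the p-values of camera and fry were 0.00385 and 0.215. The value of fry fell below 0.05 in 3 alternatives, at 0.00290 with the slide as a block, 0.0145 with only the 6 arrays compared and 0.0374 without the Siethen array of the control plants.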

Finally, we explored which of the biological processes that are regulated after larval feeding in F- and EF-plants are differentially affected in F- and EF-plants. We again summarized the results of the two analyses on the L0- and L1-leaf. Overall 49 different GO-terms were enriched in the comparisons between F- and EF-plants and 25 of these overlapped with terms that were also enriched in either or both (F- and EF-plants) relative to C-plants (Figure 6a). Most of these terms (17) were affected in F- and EF-plants relative to C-plants suggesting that the preceding oviposition altered how these processes are regulated. These terms were again dominated by processes related to phenylpropanoid metabolism while developmental processes that were differentially affected between F- and EF-plants were mostly only altered in either F- or EF-plants (Figure 6b). These analyses further corroborate that insect oviposition may channel how plant phenylpropanoid metabolism is adjusted in response to larval feeding.

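The comparison of EF- with F-plants includes any effect that eggs have without feeding. The 8 differentially expressed phenylpropanoid genes were also higher in E- than in C-plants in every case, with a median log2 fold change of 1.42, compared with 2.32 between EF- and F-plants. In F-plants they changed by a median of -0.99 relative to C-plants. Over the whole list, 67 of 143 genes were higher in E- than in C-plants, with a median of -0.03, and 82 were higher in F- than in C-plants, with a median of 0.12, where 12 were up-regulated and 1 was down-regulated. For the difference of the 8 genes between E- and C-plants, limma's fry gave a p-value of 0.180, and one of 0.0347 with the population as a replicate block. For the same 8 genes, the difference of both egg effects, (EF - F) - (E - C), had a median of 0.99 and a p-value of 0.448 with fry, or 0.195 with the block. The 8 genes were chosen for their difference between EF- and F-plants, which enlarges that difference relative to the one between E- and C-plants.

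**Figure D2:**
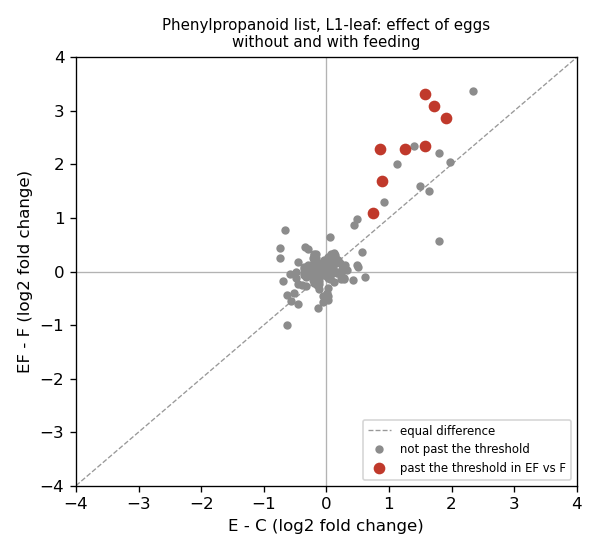
Log2 fold change between EF- and F-plants (vertical axis) against that between E- and C-plants (horizontal axis) for the 143 genes of the phenylpropanoid list in the L1-leaf, with 1 point per gene and a dashed line at equal differences. The 8 genes past the threshold between EF- and F-plants also lie above 0 on the horizontal axis.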

### 2.6. Oviposition Alters S. dulcamara’s Metabolic Response to Larval Herbivory

In the full-factorial experiment, we further analyzed the L1-leaf in a non-targeted approach for metabolic responses. The levels of 39 metabolites were altered after either previous oviposition, larval feeding or the combination of previous oviposition and feeding (Figure 7). Most of them (90%) were altered in response to larval feeding, while oviposition alone only altered levels of three metabolites (adenine, β-alanine, pipecolic acid). Among the feeding-responsive metabolites are many sugars, amino- and organic acids but also several precursors and intermediates of phenylpropanoid biosynthesis pathways, such as phenylalanine and different caffeoylquinic acids. About half of these metabolites increased after feeding and most of these were amino acids. The feeding induction of four amino acids (glycine, phenylalanine, *O*-acetylserine and threonine), and octopamine, as well as that of raffinose, was significantly lower when oviposition preceded larval feeding. Levels of β-alanine and pipecolic acid that were not feeding-responsive were reduced by oviposition in plants with and without subsequent feeding. *S. dulcamara* showed decreased levels of 20 metabolites in response to feeding larvae, which were mainly organic acids (e.g., malic acid, citric acid, isocitric acid) and sugars (e.g., sucrose, ribose, xylose). The feeding-induced reduction of psicose and erythronic acid was significantly less pronounced when oviposition preceded feeding.

## 3. Discussion

### 3.1. Inferior Performance of S. exigua Larvae on Oviposited S. dulcamara

Our study shows that oviposition by a generalist lepidopteran herbivore on *S. dulcamara* increases the plant’s resistance to subsequently feeding larvae. When feeding on previously oviposited plants, *S. exigua* larvae suffered higher mortality and gained less weight (Figure 1). In general, these results corroborate other studies which found plant-mediated negative effects of insect egg deposition on subsequent tissue-feeding life stages in several plant herbivore systems [11,12,13,14].

Whether oviposition sustainably affected larval weight or mortality depended on the experimental setup. Usually, larvae start feeding gregariously on the leaf on which they hatched and subsequently move to higher leaf positions [30]. When we released larvae to feed freely on the plant after they were confined on standardized leaf positions for two days, their mortality on oviposited plants was increased throughout their entire development. Mortality of larvae confined longer on specific leaves increased quickly, also on non-oviposited plants, but larval weight was lower on oviposited than on non-oviposited plants under such conditions. Larvae released on whole plants gained more weight on oviposited than on non-oviposited plants at day 10. At this time point, larval mortality was almost two-fold increased on oviposited plants and larval weight correlated negatively with the number of surviving larvae (Appendix A: Figure A1). This suggests that the increased mortality on oviposited plants released the larvae from intraspecific competition. Similar to these results, elm leaf beetle larvae feeding upon whole twigs of oviposited elm trees gain more weight than conspecifics on non-oviposited trees and because more larvae die on previously oviposited plants these larvae are also feeding at reduced densities [10]. A previous study showed that growth of *S. exigua* on another *Solanum* species (tomato) is density-dependent and attributed this to the result of intraspecific competition and density-dependent changes in plant quality [31] as, for example, differential activation of PI activity [32].

### 3.2. S. dulcamara’s PI Activity Does Not Explain the Effects of Oviposition on S. exigua Larvae

As oviposition by lepidopteran herbivores primed wound-induced PI activity in *N. attenuata* and PI transcript levels in tomato [11,17], we examined *S. dulcamara*’s inducibility of PI activity (Figure 2). Similar to other solanaceous plants [33,34,35], PI activity in *S. dulcamara* was significantly induced 72 h after onset of feeding by *S. exigua* and fully established after 84 h. However, feeding-induced PI activity was not further increased after *S. exigua* oviposition in *S. dulcamara* after 72 h. Further studies are required to determine defense traits affected by oviposition. For example, *S. dulcamara*’s glycoalkaloid levels, which confer its resistance to slugs [36] could be evaluated.

Future investigations should include standardized induction treatments on oviposited and non-oviposited plants, because effects on herbivore mortality result in divergent feeding intensities. In *N. attenuata*, for example, an increased inducibility of defense traits in oviposited plants is masked due to differential induction intensities when less individuals feed on oviposited plants. Yet, the increased inducibility of phenylpropanoids and PI activity in oviposited plants is apparent when herbivory is mimicked by standardized mechanical wounding and application of the larvae’s oral secretions [11].

### 3.3. No Effects of Oviposition on S. dulcamara’s Phytohormonal Response to One Day of Larval Feeding

In tomato, the oviposition-primed induction of the PI gene was associated with an increased JA burst after wounding of oviposited plants [17]. After 24 h of continuous feeding, we determined no differences in phytohormone levels between oviposited and non-oviposited plants in both analyzed leaf positions (Figure 3). The mechanisms responsible for the increased resistance of oviposited plants may act either independently of the analyzed phytohormones, downstream of their biosynthesis or alter phytohormone induction at other time points. A recent study in elm, for example, found that genes involved in JA metabolism and downstream response genes were more strongly upregulated in previously oviposited plants than in non-oviposited plants as early as 1 h after larval feeding of elm leaf beetle larvae, while this difference between oviposited and non-oviposited plants was not detectable anymore after 24 h [26]. Thus, egg-mediated effects on the plant signaling pathways induced by herbivory can be very fast and future studies have to test at earlier time points whether this is also the case in *S. dulcamara*.

### 3.4. Oviposition Altered S. dulcamara’s Transcriptional Response to Larval Feeding

Our non-targeted transcriptome and metabolome analyses revealed that previous oviposition altered *S. dulcamara*’s response to herbivory. This suggests that the plant is not only able to directly respond to the herbivore eggs as shown previously [6], but also to integrate this stimulus when responding to the subsequently feeding life stages. During egg exposure, this earlier study revealed strong transcriptional changes in the oviposited leaf tissue with more than 80% up-regulated genes. One day after egg removal, transcript activation in the previously oviposited L0-leaf was less distinct (Appendix A: Figure A6). Not even half of the genes in the L0-leaf of E-plants were upregulated (not exceeding a log_2_-FC of 3). None of the gene classes with the strongest up-regulation underneath the egg clutch (log_2_-FC of 3 to 7), such as peroxidases, PIs and polyphenol oxidases [6], were differentially expressed between E- and C-plants. In our study, GO-terms related to fatty acid metabolism, in particular, were enriched in the L0-leaf of E-plants (Appendix A: Figure A5). Overall, these results suggest that the response to oviposition had relaxed one day after the eggs had been removed.

Nevertheless, oviposited and non-oviposited plants responded divergently to larval feeding. Relative to control plants, the transcriptional changes in F- and EF-plants overlapped only moderately by about 34% in the previously oviposited and by 50% in a systemic leaf position, while a large fraction was regulated either solely in F- or EF-plants (Figure 4), which is very similar to the 50% overlap between oviposited and non-oviposited *A. thaliana* plants in response to *P. brassicae* [22]. In contrast, the transcriptional response of *B. nigra* to *P. brassicae* herbivory after pre-treatment with egg-extract overlaps to 85% with that of plants without such a pre-treatment [23]. It was proposed that the plant prioritizes the response to the second stress over that to a first stimulus. The much lower overlap between F- and EF-plants suggests that this is not the case for the sequence of oviposition and larval feeding in *S. dulcamara*. As only 7% of the genes solely regulated in EF-plants were also altered in E-plants in the same direction, the divergent responses in F- and EF-plants are not driven by genes regulated directly by the oviposition.

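In the L1-leaf, 2 of the 98 genes exclusively altered in EF-plants (2.04%) were also altered in E-plants in the same direction. The share was 5.37% (8 of 149) with the population as a replicate block. Leaving out 1 array or population gave from 0.606% without EF replicate 2 to 15.6% without the Siethen population.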

### 3.5. Oviposition Altered the Transcriptional Regulation of Phenylpropanoids in Response to Larval Feeding

When we directly compared the transcriptomes of F- and EF-plants, we could demonstrate differential expression for 240 genes, which is in the same range as the 220 genes found in a similar analysis in *A. thaliana* [22]. 

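Of the genes of the L1-leaf that were altered only in EF-plants, 7 of the 43 down-regulated and 4 of the 55 up-regulated genes differed between EF- and F-plants. Of those altered only in F-plants, 2 of the 120 down-regulated and 3 of the 88 up-regulated genes did. These counts depended on the setting. Among genes down-regulated only in F-plants, 0 of 43 differed with a normexp offset of 50 and 37 of 214 without F replicate 2. With the dim-probe threshold on all 12 arrays, 15 of 146 did, against 8 of the 61 genes down-regulated only in EF-plants. With the population as a replicate block, 11 of 74 down-regulated and 16 of 75 up-regulated genes altered only in EF-plants differed.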

The proportion of genes significantly different between F- and EF-plants was highest among genes solely down-regulated in EF-plants (23%), while in absolute numbers most differentially regulated genes were found among the genes solely down-regulated in F-plants. Although twice as many genes differed between F- and EF-plants in the L0-leaf than in the L1-leaf, we found in both leaf positions very similar GO terms enriched within the differentially regulated genes (Figure 5). In the L1-leaf, these GO-terms were more strongly dominated by up-regulated genes than in the previously oviposited L0-leaf suggesting an activation of these biological processes upon feeding that occurs also in leaves systemic to oviposition.

Besides developmental processes mainly related to reproductive organ formation, in both leaf positions processes related to phenylpropanoid biosynthesis and metabolism represented a prominent group of the GO-terms enriched in EF compared to F-plants. The fact that most of these terms were enriched in both F- and EF-plants (Figure 6) but were still enriched in a direct comparison between the two treatments suggests that oviposition may shift feeding-induced phenylpropanoid biosynthesis and metabolism. These processes were dominated by biosynthesis/metabolism of anthocyanins, flavones and lignin. Several compounds of these chemical classes are known to improve plant resistance to herbivores [37,38]. Our results in *S. dulcamara* nicely parallel other recent studies in different plant species that found the feeding-induced levels of phenylpropanoids to be altered through a previous insect oviposition. The priming effect of *S. exigua* oviposition on *N. attenuata* results in an increased feeding-induced accumulation of the phenylpropanoid caffeoylputrescine in leaves systemic to the oviposited leaf, and biosynthesis of such phenylpropanoids is required for oviposition-mediated plant resistance against the subsequent larval attack [11,39]. Moreover, in elm and *A. thaliana*, phenylpropanoids of the flavonoid class have been proposed to be involved in oviposition-primed resistance against elm leaf beetle and *P. brassicae* larvae, respectively [10,22].

### 3.6. Oviposition-Mediated Modifications of Feeding-Induced Changes of Amino Acid and Sugar Metabolism

Our metabolome analysis revealed a range of primary metabolites that were altered in *S. dulcamara* in response to feeding *S. exigua* larvae (Figure 7). Herbivory-induced changes of plant primary metabolites are generally assumed to result from (i) altered resource allocation, (ii) shifts into secondary metabolite production, (iii) their involvement in defense signaling, or (iv) acting as defense themselves [40]. About half of the herbivory-responsive metabolites, mostly amino acids, were increased after feeding. These included 4-aminobutanoic acid (GABA), several amines (tyramine, putrescine and octopamine), 3-phosphglycerate-derived amino acids (glycine and O-acetyl-serine) and shikimate-derived amino acids (tyrosine, phenylalanine, and tryptophan). These are precursors for a large variety of defensive secondary metabolites, such as different phenolics and alkaloids, but also for phytohormones such as auxin and JA [41]. For example, phenylalanine is the starting point of phenylpropanoid biosynthesis [42], glycine is suggested as a precursor for glycoalkaloid biosynthesis [43,44] and tryptophan is a precursor for auxin and indole, which can prime anti-herbivore defense in maize [45]. Thus, upon herbivore attack, plants may activate an amino acid metabolism to supply the precursors of the pathways producing defensive secondary metabolites. When oviposition preceded larval feeding, the induction of several amino acids (phenylalanine, glycine, O-acetyl-serine, threonine) and octopamine was attenuated. Since in parallel, oviposition especially increased the feeding-induction of genes related to phenylpropanoid metabolism, a larger exploitation of the precursors of defensive metabolites is likely. The observed metabolic changes may hint towards an important role of primary metabolism for priming of stress responses as indicated recently [45].

Metabolites with reduced levels in feeding-induced plants were dominated by sugars and tricarboxylic acid (TCA)-cycle intermediates (e.g., malic acid, citric and isocitric acid). This could mark a deficiency in assimilates due to reduced photosynthesis in response to larval feeding, which is apparent in many plant species including *S. dulcamara* [46] and due to carbon reallocation from the attacked to non-attacked tissues as evidenced in some plant species [47,48]. Additionally, if increased amino acid metabolism fed into secondary metabolite production as discussed above, it could deter glycolysis intermediates from entering the TCA-cycle. GABA levels increased along with diminished intermediates of glycolysis and the TCA-cycle. This may signify that the plant uses succinate from the GABA metabolism as an alternative source to maintain the TCA-cycle, which is known as the GABA shunt [49]. Apart from glutamate, GABA can also be synthesized from putrescine and spermidine, which both increase after feeding. GABA can also act as a direct, JA-independent anti-herbivore defense as reported for *A. thaliana* [50].

Among the metabolites reduced in feeding-induced plants were also intermediates of the core phenylpropanoid metabolism, i.e., *cis*- and *trans*-3-caffeoyl-quinic acid, known as chlorogenic acid. Chlorogenic acid is a defense compound and gives rise to various metabolic derivatives that also act in defense. Again, this could be a consequence of an increased turnover to produce these compounds that are widely accepted as anti-herbivore defenses [51,52,53]. Although several of the metabolites reduced after feeding tended to be less reduced when oviposition preceded, this was only significant for two metabolites. Additionally, two compounds were not altered by feeding but reduced in response to oviposition. Besides β-alanine, this was the case for pipecolic acid, a major regulator of systemic acquired resistance (SAR) against phytopathogens [54]. In *A. thaliana*, egg-extract treatments actually induced SAR and also levels of pipecolic acid [55]. In contrast to *A. thaliana*, in *S. dulcamara* we found no signs of SAR activation by insect oviposition in the transcriptomic analyses before [6] and after the natural egg incubation time.

### 3.7. Conclusion

It is well established that plants perceive and respond to oviposition by herbivorous insects and that this can affect the interaction of the plant with the herbivorous life stage, the larvae [5]. We demonstrated that insect oviposition on *S. dulcamara* increases the plant’s resistance to the feeding larvae just as had been previously observed in other plant species [11,12,13,14]. Yet, how plant responses to larval herbivory are affected by prior oviposition is largely unknown. We show that *S. exigua* oviposition on *S. dulcamara* alters its transcriptional response to larval feeding in leaves local and systemic to oviposition, which was reflected by reciprocal changes at the level of primary metabolites. Although further studies will be required to identify signaling events and defense traits that mediate the plant resistance to the larvae, we provide here evidence that phenylpropanoids are promising candidates for oviposition-primed defense responses in *S. dulcamara*.

## 4. Materials and Methods

### 4.1. Plants and Insects

We used *Solanum dulcamara* L. (Solanaceae) plants originating from different populations in the vicinity of Berlin (Erkner: 52° 25′ 07.3″ N; 13° 46′ 26.2″ E, Grunewald: 52° 27′ 44.37″ N; 13° 11′ 24.63″ E, and Siethen 52° 16′ 53.65″ N; 13° 11′ 18.65″ E) and from the Netherlands (Friesland: 52° 58′ 36.2” N 5° 30′ 59.4” E and Gooree 51° 49′ 23.8” N; 3° 53′ 19.2″ E; accession numbers B24750030 and B24750010 of the Solanaceae Genebank at Radboud University (http://www.ru.nl/bgard/). Plants were grown in 0.75 L pots with a standard soil (Einheitserde^®^, type: Profi Substrate Classic, Sinntal-Jossa, Germany) in a greenhouse (20–25 °C, 16/8 h light/dark) with ample water supply. We used 3–4-week-old plants grown from stem cuttings of 6–7-week-old plants as described previously [6], except in one experiment for which plants were grown from seeds (see below).

In all experiments, we used similar-sized plants of the same genotype for each replicate block consisting of all treatments. Experimental plants received either *S. exigua* eggs by natural oviposition (Eggs: E), received no eggs but feeding (Feeding: F), received both, egg deposition and feeding (Eggs + feeding: EF), or remained untreated (Control: C).

*Spodoptera exigua* HÜBNER (Noctuidae) larvae were reared in vented plastic boxes (14 × 21 × 5 cm) on a bean flour-based artificial diet as described previously [46]. Boxes were kept in a climate chamber (24 °C, 70% relative humidity, 16/8 h light/dark with 50% dimming for 1 h). The moths were kept in flight cages supplied with 20% honey solution and paper tissue as substrate for oviposition.

### 4.2. Oviposition and Herbivory Treatments

We exposed a defined leaf position (the 5^th^ fully developed leaf) to *S. exigua* oviposition through slits in a flight cage (40 × 71 × 40 cm) with 40 female and 40 male moths overnight. Control plants were exposed to 80 male moths. We obtained oviposited plants with an egg load of 10–150 eggs. Shortly before the larvae would hatch after 3–4 days the eggs turn black and were carefully removed using a moistened paint brush to avoid uncontrolled larval feeding. Then, a defined number of neonate larvae (see below) was transferred to the leaf previously carrying the eggs and enclosed in vented clip cages. Control plants received empty clip cages.

### 4.3. Larval Performance and Feeding Damage

In two experiments with only 2 treatments (F and EF), 6 neonate larvae per plant were allowed to feed for 6 days upon egg removal. Every other day, we transferred larvae to the next younger leaf and recorded larval mortality. At day 4 and 6, we additionally determined mean weight of all larvae per plant.

In another experiment with 6-week-old plants grown from seeds, 12 neonate larvae per plant started feeding 12 h after egg removal. This full-factorial experiment included all 4 treatments (C, E, F, EF). Encaged in clip cages, the larvae fed on the previously egg-laden leaf on EF-plants or the corresponding leaf position of F-plants for 24 h. Then, this leaf and the corresponding leaf of unfed C- and E-plants was cut at the petiole and immediately flash frozen in liquid nitrogen for phytohormone, transcriptome and metabolome analyses (L0-leaf). The larvae were transferred to the adjacent upper leaf, which was similarly harvested another 24 h later (L1-leaf). Subsequently, the larvae were allowed to feed freely on the whole plant that was enclosed in a gauze bag for another 8 days. Surviving larvae from each plant were weighted, transferred to plastic boxes with artificial diet and kept in a climate chamber (24 °C, 70% relative humidity, 16/8 h light/dark with 50% dimming for 1 h) until pupation to record mortality and mean pupal weight 1 day after pupation. Each time the larvae were transferred, we recorded larval survival. At day 10, we took photographs to determine the total and damaged leaf areas. The excised leaves were pictured on a white panel with four reference areas of 1 cm^2^ in each corner. We used Photoshop CS5 (Adobe Systems, San Jose, CA, USA) to receive binary images of the consumed leaf area which was quantified with “ImageJ 1.47v” relative to the reference areas (U.S. National Institutes of Health, Bethesda, MD, USA, https://imagej.net).

### 4.4. Induction of PI Activity by Larval Feeding

To first establish the inducibility of trypsin PI activity in *S. dulcamara* by larval feeding and JA, we applied to the fourth fully developed leaf either a third-instar *S. exigua* larva (pre-reared on *S. dulcamara* leaves) or 150 µg of the methyl ester of jasmonic acid (MeJA; Sigma-Aldrich, Darmstadt, Germany) or left it untreated. The MeJA was applied in 20 µL lanolin spread with a spatula on the basal quarter of the leaf lamina and control plants received a similar treatment without MeJA. After two days, the larvae were removed and the treated leaves (the parts not covered by lanolin) of the first set of plants of all treatments were harvested and flash frozen in liquid nitrogen. Three other sets were harvested another 24 h, 36 h (which was in the dark phase) and 48 h later.

We then exposed in a full-factorial experiment previously egg-laden leaves of EF-plants and corresponding leaf positions F-plants to 20 neonate *S. exigua* larvae a day after egg removal. The encaged larvae were allowed to feed for 72 h on F- and EF-plants before this leaf and the corresponding leaf of unfed C- and E-plants was harvested into liquid nitrogen.

### 4.5. Extraction and Quantification of PI Activity.

Extraction of the leaf samples and radial diffusion assays to measure trypsin PI activity were performed as described previously [35] with minor modifications. The powdered leaf material was weighed and approximately 100 mg was extracted with 300 µL extraction buffer and the supernatant after centrifugation was applied to agar plates with trypsin (from bovine pancreas; Sigma-Aldrich, Darmstadt, Germany). On each plate a dilution series of a soybean trypsin protease inhibitor (Sigma- Aldrich, Darmstadt, Germany) was run as standard curve. After 15–17 h of diffusion time at 4 °C, plates were incubated at 37 °C with *N*-acetyl-dl-phenyl-alanine β-naphtyl ester (Sigma- Aldrich, Darmstadt, Germany) that served as substrate for trypsin activity and the diazo stain fast blue (Sigma-Aldrich, Darmstadt, Germany). Stained plates were photographed. We determined the Feret’s diameters of the inhibition zones with UTHSCSA ImageTool^®^ (University of Texas Health Science Center, San Antonio, TX, USA) in binary images retrieved through Photoshop CS5. Trypsin PI activity was then calculated according to the corresponding standard curves and divided by the total protein content as determined in a Bradford assay run in micro titer plates with Roti^®^quant (Carl Roth, Karlsruhe, Germany) and albumin as protein standard according to the manufacturer’s instructions.

### 4.6. RNA Extraction and Microarray Analysis

Total RNA was extracted from 100 mg of powdered leaf tissue (L0- and L1-leaves) with the NucleoSpin^®^ RNA Plant kit (Macherey-Nagel GmbH & Co. KG, Düren, Germany) following the manufacturer’s instructions using double the amount of RAP lysis buffer. Genomic DNA was removed using TURBO DNA-free™ (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. 

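On the arrays of the L1-leaf, deviations from the treatment means were more alike within a population than between populations. Over 18 pairs of arrays of the same population and different treatments, the correlation of the deviations across genes ranged from 0.196 to 0.618 with a median of 0.452. Over 36 pairs of different populations and treatments it ranged from -0.449 to 0.0535. The 12 arrays of the L1-leaf lay on 3 slides with 5, 5 and 2 of them.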

RNA samples of 3 plants were pooled to obtain 3 biological replicates before hybridization on an 8 × 60K Agilent custom microarray for *S. dulcamara* (NCBI GEO platform GPL23228) described earlier [46].

RNA labelling, hybridization and scanning of the arrays was performed by Oaklabs (Henningsdorf, Germany). Array data processing and analysis were performed with the “limma” software package from Bioconductor in “R” (R Core Team; [56]) as described earlier [46]. 

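In the L1-leaf, the 90th percentile of the dark-corner spots lay between 21.9 and 36.0 intensity units on the 12 arrays, with a median of 31.2. At 1.8 times this value, between 69.1% and 80.2% of the gene probes of an array exceeded the threshold. The text gives no number of arrays on which a probe has to exceed it, and 3 arrays, the size of a treatment group, were required. When all 12 arrays were required, 40320 spots remained.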

Probes not exceeding the fluorescence values of the 90% percentile of dark-corners by 1.5- or 1.8-fold (in the analysis of the L0- or L1-leaves respectively) were considered as non-expressed and excluded from further analysis. Then, the data were background-corrected and normalized using the “normexp” and “quantile” methods. 

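The array holds 33954 targets from 28441 contigs, of which 5381 are represented on both strands. Of the targets tested in the L1-leaf, 1325 contigs had more than 1, and these were kept separate by strand.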

Multiple oligos matching the same target sequence at the same strand were averaged.

Gene ontology enrichment analysis in biological processes was performed using an annotation described previously [28] and the package “topGo” [57]. The GO distribution in the set of targets that were differentially expressed between *S. exigua* larval feeding with and without previous oviposition was compared to the GO distribution of all targets included in the data analysis using the “elim” algorithm at a minimum node size of 20. Fisher’s exact tests were used to generate *p*-values for the enrichment of each GO term.

### 4.7. Reverse Transcription and qPCR Analysis

Four of the genes significantly different between F and EF plants on the microarray were analyzed in the RNA of all individual plants by qPCR analysis as described previously [11]. In brief, cDNA was synthesized with the Reverse Transcriptase Core kit and subjected to SYBR^®^Green-based real-time PCR using the qPCR core kit (bothta kits: Eurogentec, Seraing, Belgium, http://www.eurogentec.com) and gene specific primers (Supplementary Material: Table S3) on a Stratagene™ Mx3005P^®^ instrument (Agilent Technologies, Santa Clara, CA, USA, http://www.agilent.com).

### 4.8. Phytohormone Extraction and Quantification

Leaf tissue samples were analyzed for JA, JA-Ile, SA and ABA content using a LC-MS/MS based method as described previously [28]. About 100 mg powdered leaf material was extracted twice in 1ml ethyl acetate using a FastPrep homogenizer (MP Biomedicals, Solon, OH, USA) and 1.25 g homogenization matrix (Zirconox, 2.8–3.3 mm; Mühlmeier Mahltechnik, Bärnau, Germany). The ethyl acetate of the first extraction was spiked with internal standards (20ng of D4-SA, 60.4 ng D6-JA, 20 ng D6-JA-Ile, 20 ng D6-ABA). The combined supernatants were dried in a vacuum concentrator (concentrator 5301, Eppendorf, Hamburg, Germany) and the residue was re-eluted in 400 µL 70% methanol containing 0.1% formic acid (*v*/*v*) by vortexing. For analysis of phytohormones by UPLC-ESI-MS/MS (Synapt G2-S HDMS; Waters^®^, Milford, MA, USA), 7 µL of the supernatant was separated on a C 18 column (Acquinity UPLC BEH-C18, ø 2.1 × 50 mm, particle size 1.7 µm) with solvent A water and solvent B methanol (both containing 0.1% formic acid) in a gradient mode (eluent B: 0 min: 30%; 1 min: 30%; 4.5 min: 90%; 8 min: 90%; 9 min: 30%; 3 min equilibration time between runs) at a flow rate of 250 µL/min. Compounds were detected in negative ionization mode with parent ion/daughter ion selections of 209/59 for JA, 322/130 for JA-Ile 137/93 for SA, 263/153 for ABA, 215/59 for D6-JA, 328/130 for D6-JA-Ile, 141/93 for D4-SA and 269/159 for D6-ABA. Phytohormones were quantified using MassLynx™ Software (version 4.1; Waters, Milford, MA, USA) according to peak areas of the respective fragment ions relative to the internal standards.

### 4.9. Non-Targeted Metabolome Analysis

Profiling of primary metabolites was performed as previously described [58]. Frozen leaf tissue (~100 mg) was ground (2 × 45 s, maximum frequency) by a Retsch mill (MM 400, Retsch, Haan, Germany). Per mg of leaf tissue, metabolites were extracted with 4.5 µL methanol containing 0.2 mg · mL^-1^ U-13C-sorbitol as internal standard at 70 °C for 15 min, then 2.5 µL chloroform was added for 5 min at 37 °C. The liquid was partitioned by adding 5 µL H_2_O per mg leaf tissue to obtain polar metabolites. The dried polar fraction (~160 µL) was derivatised by methoxyamination and trimethylsilylation. A mixture of n-alkanes (C12, C15, C18, C19, C22, C28, C32 and C36) served as retention index standards [59]. A 1 µL aliquot of the samples was injected in splitless mode at 230 °C into a 6890N24 gas chromatograph (Agilent Technologies, Böblingen, Germany; http://www.agilent.com). The sample was separated on a Varian Factor Four column (VF-5ms, length 30 m, diameter 0.25 mm, and 0.25 µm film thickness) (Agilent Technologies, Böblingen, Germany) using the following temperature program: 1 min at 70 °C; ramp to 350 °C at 9°/min, 5 min at 350 °C, then cooling. Compounds were detected by electron ionization/time-of-flight mass spectrometry (EI-TOF-MS) using a Pegasus III TOF mass spectrometer (LECO Instrumente GmbH, Mönchengladbach, Germany). Chromatograms were obtained and baseline corrected by ChromaTOF software (Version 4.22, LECO, St. Joseph, MO, USA). Identification of metabolites was manually supervised with the TagFinder software [60] and the mass spectra and retention time index (RI) reference collection of the Golm Metabolome Database [61,62]. Peak heights were normalized to fresh weights.

### 4.10. Statistical Analysis

All statistics were performed with R software, version 3.2.3 [63] and MetaboAnalyst 3.0 [64]. Ratio scaled data were graphically checked for normal distribution using Q-Q plots.

The data of both experiments assessing performance of 6 neonate larvae per plant were combined for analysis and all models were first run with the experimental repetition as factor but since it had no significant effect it was not included in the final models. We tested for an effect of previous oviposition on larval mortality with generalized linear mixed models (GLMMs) (function “lmer” in package “lme4”, [65]) with binomial error distribution and a logit link function, and included plant population identity as random factor. Larval and pupal masses on egg experienced und unexperienced plants were compared with linear mixed models (LMMs) including replicate block as random factor.

We compared PI activity in leaves of plants fed by a single *S. exigua* larva and MeJA-induced plants by Welch’s *t*-tests to the contemporary harvested control plants at each time point.

We analyzed data sets for PI activity and phytohormones from the two-factorial experiments with LMMs with oviposition and feeding as fixed factors and replicate block as random factor. All summaries of the statistical models described above are provided in Supplementary Table S4–S9.

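For the L1-leaf, the linear model had 8 residual degrees of freedom per gene, and the moderation of the variances with eBayes added 2.02 prior degrees of freedom. The mean of the probe intensities of a gene was log2-transformed. Without the moderation, 18 genes in place of 40 were differentially expressed between EF- and F-plants.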

For microarray analysis we log_2_-transformed the average fluorescence values of the probes for each gene and fit them to a linear model using the “lmFit” function. Targets differing at least 2-fold between treatments with a *p*-value below 0.05 were considered significantly different. To explore the overlaps in genes regulated by feeding alone (F- versus C-plants), feeding on oviposited plants (EF- versus C-plants), oviposition alone (E- versus C-plants) and the genes with a significantly different expression in fed plants with and without prior oviposition (F- versus EF-plants), we used Venny [66].

We used pairwise comparisons for the log_2_-transformed expression values to evaluate the qPCR analysis data.

The metabolome data were analyzed using MetaboAnalyst 3.0. The data were cube root-transformed, Pareto scaled and median centered, and treatment effects on metabolite levels were estimated with ANOVA followed by Fisher’s LSD test for post hoc comparisons.

## Figures and Tables

**Figure 1:**
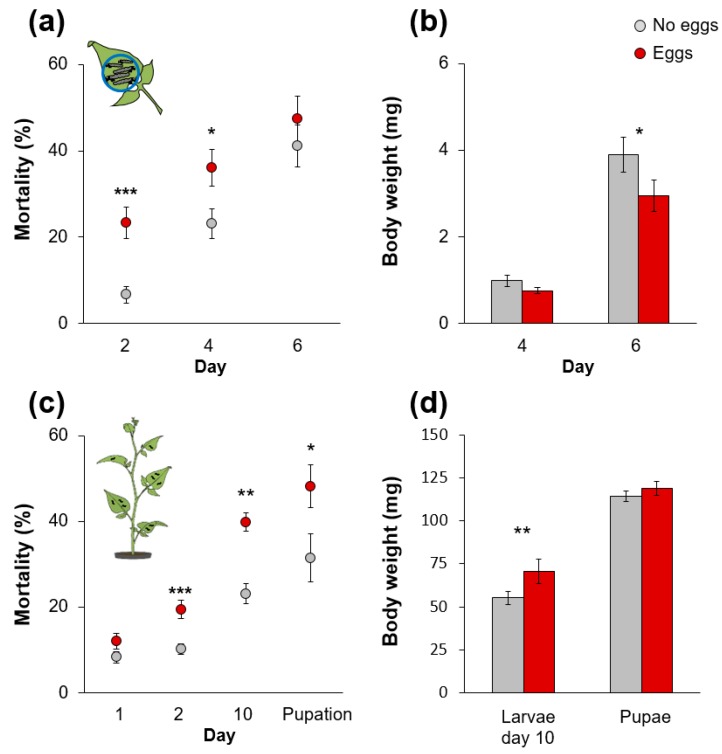
Larval performance of *S. exigua* on oviposited *S. dulcamara* plants. (**a**,**c**) Mortality and (**b**,**d**) body weight (mean ± SE) of *S. exigua* larvae on previously oviposited (Eggs) and non-oviposited plants (No eggs). Larvae were either (**a**–**b**) confined on a single leaf which was changed every second day (*N* = 23–25) or (**c**–**d**) were allowed to freely move on the whole plant after two days on defined leaf positions (*N* = 9). Asterisks indicate significant differences according to generalized linear mixed models (**a**,**c**) or linear mixed models (**b**,**d**) at *p* < 0.05/0.01/0.001 (*/**/***).

**Figure 2:**
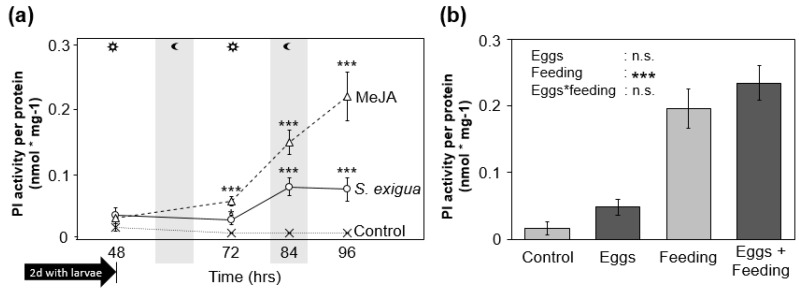
Protease inhibitor (PI) activity in *S. dulcamara* leaves (mean ± SE) after larval feeding and/or oviposition. (**a**) Inducibility of PI activity at different time points after a two-day feeding period by a single third-instar *S. exigua* larva *(N* = 9) in comparison to plants treated with 150 µg methyl jasmonate (MeJA) in lanolin (*N* = 7) at the beginning of the feeding period and to untreated control plants (*N* = 6–8). (**b**) PI activity of control plants and previously oviposited plants (Eggs) three days after 20 *S. exigua* neonates were released on an additional set of oviposited (Eggs + Feeding) and non-oviposited plants (Feeding) (*N* = 6 for plants with and *N* = 3 for plants without feeding). Larvae were allowed to feed for three days. Asterisks indicate (**a**) significant differences from control plants at each time point according to Welsh’s *t*-tests or (**b**) significant effects of the factors (Eggs and Feeding) in linear mixed models at *p* < 0.001 (***; n.s.: not significant).

**Figure 3:**
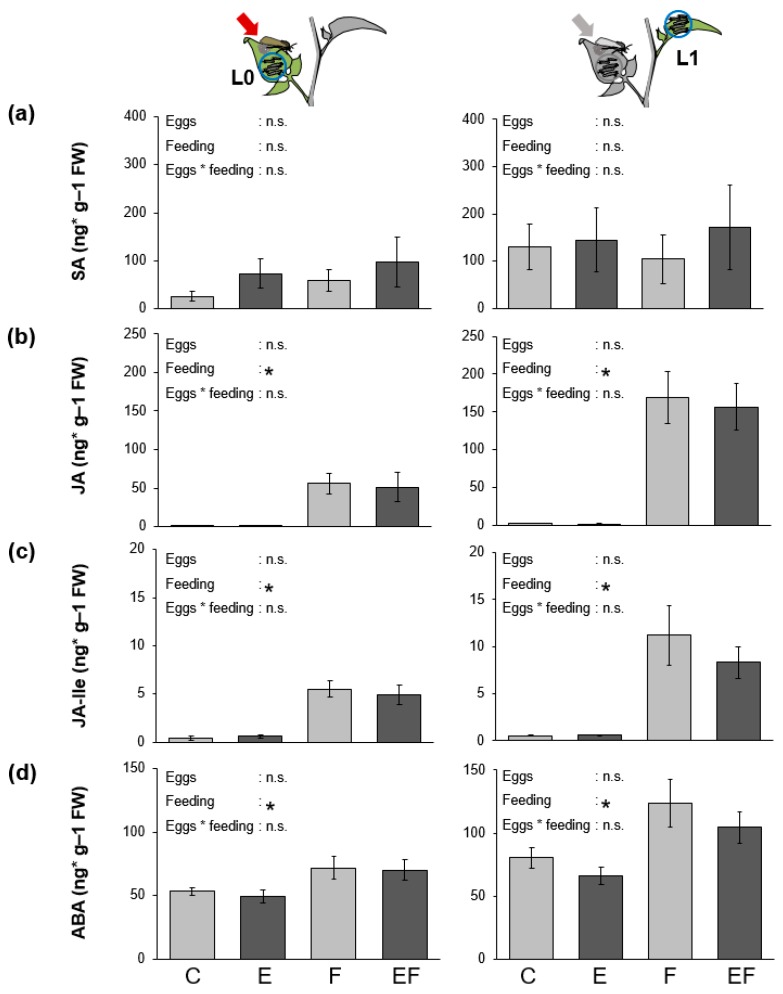
Feeding induction of phytohormones in *S. dulcamara* is not altered by oviposition. Levels of (**a**) salicylic acid (SA), (**b**) jasmonic acid (JA), (**c**) JA-isoleucine (JA-Ile) and (**d**) abscisic acid (ABA) (mean ± SE, *N* = 9) in *S. dulcamara* leaves local (left panel: L0-leaf) or systemic (right panel: L1-leaf) to the leaf subjected to oviposition (marked with arrows). Plants were exposed to *S. exigua* herbivory (Feeding: F), herbivory with prior oviposition (Eggs + feeding: EF), oviposition alone (Eggs: E) or were left untreated (Control: C). Asterisks indicate significant differences according to linear mixed models (LMMs) at *p* < 0.05.

**Figure 4:**
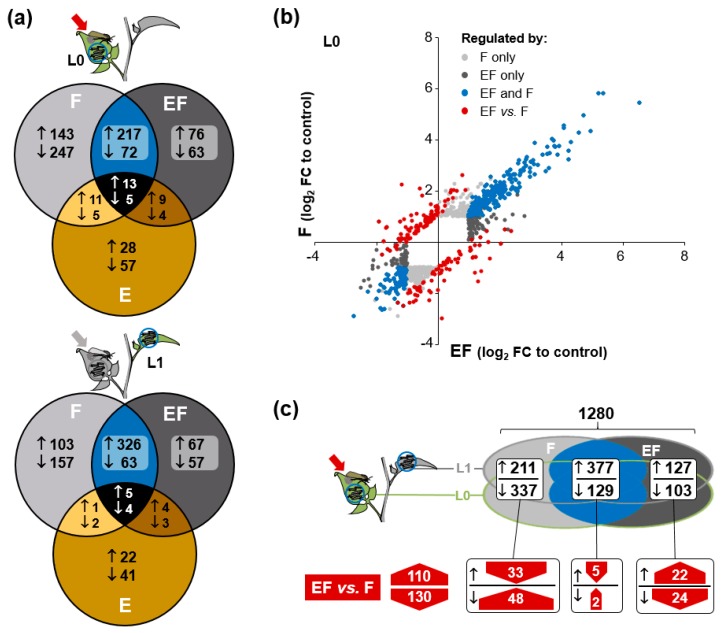
Transcriptional response to larval feeding on oviposited and non-oviposited plants. (**a**) The gene sets of the microarray analyses (*N* = 3) of the previously oviposited leaf or the same leaf position of non-oviposited plants (L0) as well as the next-youngest leaf (L1). Numbers represent genes up (↑)- and down (↓)-regulated (log_2_-fold change (FC) > 1, *p* < 0.05) by oviposition (Eggs: E) or larval feeding of *S. exigua* for 24 h on previously oviposited (Eggs + feeding: EF) and non-oviposited (Feeding: F) plants relative to untreated control plants. (**b**) Gene expression changes (log_2_-FC) in the L0-leaf in F- and EF-plants are plotted against each other and genes only regulated in either F- or EF-plants are displayed in light or dark grey, genes regulated by both treatments are shown in blue, and genes with a differential expression between F- and EF-plants are marked in red (see Appendix A: Figure A2 for L1 leaf). (**c**) The analyses of both leaf positions are combined as illustrated in the Venn plot to depict the overlaps between feeding-responsive genes (relative to control plants) and genes differentially expressed between EF- and F-plants (red arrows are oriented upwards if these genes are higher and downwards if these are lower expressed in EF- than in F-plants).

**Figure 5:**
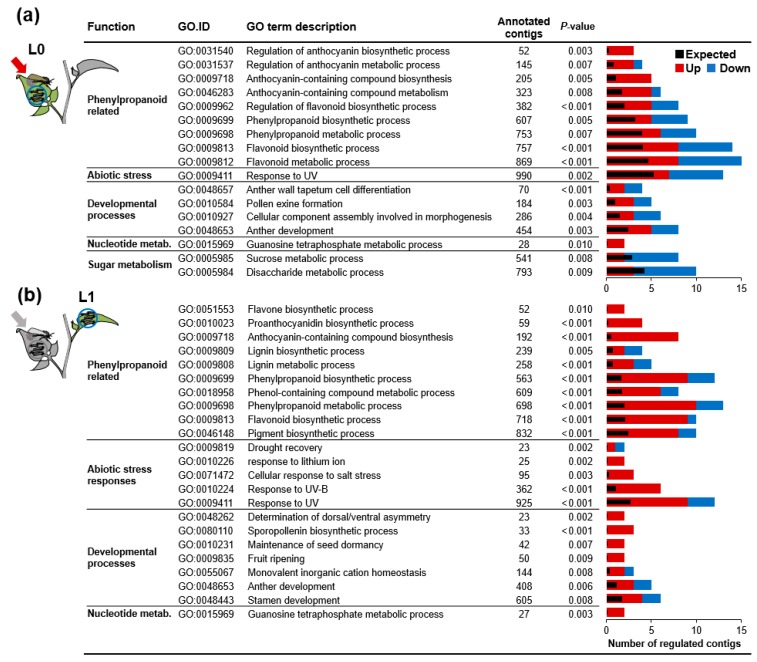
GO-enrichment for genes differing in oviposited and non-oviposited plants after larval feeding. Two leaves of *S. dulcamara* plants were consecutively exposed to feeding *S. exigua* larvae for 24 h and harvested for microarray analysis (*N* = 3). The first leaf position (L0) was previously exposed to *S. exigua* oviposition (Eggs + feeding: EF) or not (Feeding: F). Differentially expressed (log_2_-fold change > 1, *p* < 0.05) genes between F- and EF-plants (**a**) in the L0-leaf or (**b**) the next younger leaf (L1-leaf, which was fed by the larvae one day later) were analyzed for significantly enriched GO-terms (*p* < 0.01). Significant GO-terms with less than 1000 annotated genes among the expressed genes on the microarray are listed and sorted within functional groups (only the smallest term of redundant terms represented by the same gene set are included). For each term, the numbers of up- and down-regulated genes in EF- compared to F-plants are displayed as red and blue bars and black bars show the number of genes expected to be regulated according to the number of genes annotated within each term among the expressed genes.

**Figure 6:**
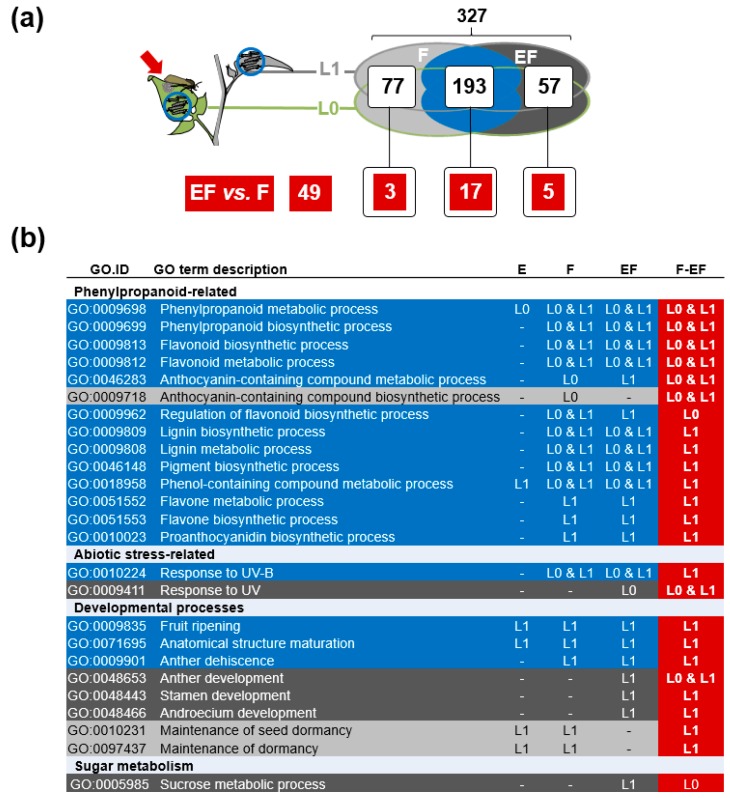
(**a**) Venn plot of GO-terms enriched among genes differentially expressed (log_2_-fold change > 1, *p* < 0.05) relative to control plants and also when directly comparing previously oviposited and non-oviposited *S. dulcamara* plants after feeding by *S. exigua* larvae (Feeding: F; Eggs + feeding: EF). (**b**) List of the significantly enriched GO-terms (*p* < 0.01) with less than 1000 annotated genes among the expressed genes in both types of comparisons. Microarray analyses of two leaves that were consecutively exposed to feeding *S. exigua* larvae for 24 h and harvested for analysis (*N* = 3) are summarized as depicted in (**a**) and the leaf position at which the GO-term was enriched in the different comparisons is given in (**b**).

**Figure 7:**
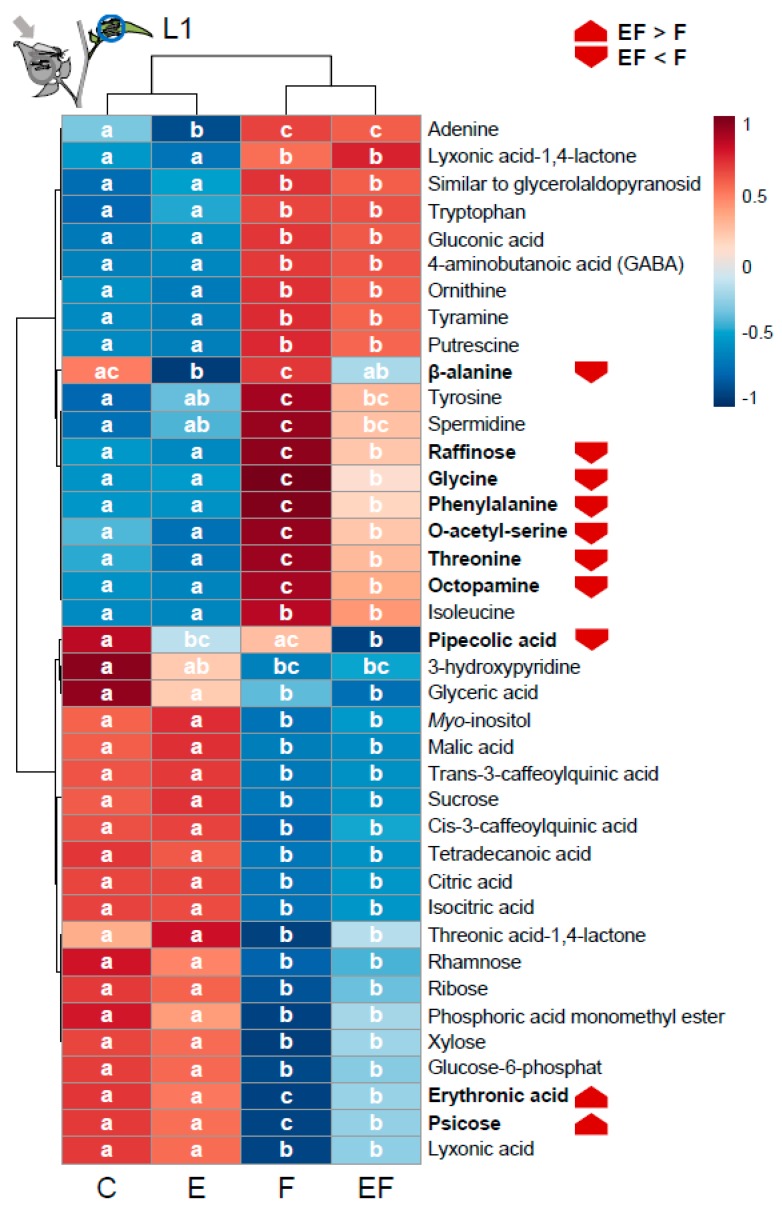
Metabolic response to larval feeding and oviposition. Heat map of leaf metabolite profiles (Pareto-scaled and median-centered normalized peak areas) of control plants (C), plants oviposited by *S. exigua* (E), plants fed by *S. exigua* larvae (F) and oviposited plants fed by larvae (EF). After one day of larval feeding on the previously oviposited leaf or the corresponding leaf of non-oviposited plants, larvae fed for another day on the next-youngest leaf (L1), which was sampled for metabolite profiling. Metabolites that responded to at least one of the treatments according to analysis of variance (ANOVA) following Fisher’s least significant difference (LSD) test for post hoc comparisons are displayed. Different letters in rows indicate significant differences (*p* < 0.05) in metabolite levels between treatments, metabolites of different levels in F- and EF-plants are marked in bold and a red arrow marks the direction of regulation.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/12/4008/s1. Microarray raw data are available at NCBI Gene Expression Omnibus (GEO accession: GSE123538).

## Abbreviations

ABA	Abscisic acid
GABA	4-amino butanoic acid
FC	Fold-change
GC-MS	Gas chromatography coupled to mass spectrometry
GLMM	generalized linear mixed model
GO	Gene ontology
GST	Glutathione S-transferase
HQT	Hydroxycinnamoyl-CoA quinate transferase
JA	Jasmonic acid
JA-Ile	Jasmonic acid isoleucine
MDPI	Multidisciplinary Digital Publishing Institute
MeJA	Methyl jasmonate
LMM	Linear mixed models
LSD	Least significant difference
PI	Protease inhibitor
SA	Salicylic acid
SE	Standard error
TOF-MS	Time-of-flight mass spectrometry

# Supplementary material for: Oviposition by Spodoptera exigua on Solanum dulcamara Alters the Plant’s Response to Herbivory and Impairs Larval Performance
**Source:** Int J Mol Sci. 2018 Dec 12;19(12):4008. doi: 10.3390/ijms19124008
**Supplement:** Supplementary file 1

Article title: **Oviposition by *Spodoptera exigua* on *Solanum dulcamara* alters the plant's response to herbivory and impairs larval performance**

Authors: Daniel Geuss, Tobias Lortzing, Jens Schwachtje, Jens Schwachtje and Anke Steppuhn

## Supplementary Materials

**Table S1.** Complete lists of all differentially regulated genes between any of the treatments in either of the two leaves analyzed by microarrays are provided in the Exel file "Supplementary Table S1".

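The sheet of the L1-leaf in Table S1 lists 888 contigs. For 641 of them, the array has a single target, and it exceeded the dim-probe threshold; 113 had no target above it and 134 had targets on more than 1 strand, so that they could not be assigned. The log2 fold changes of the 641 contigs, which Table S1 lists because they differed in at least 1 comparison, correlated across genes with those recomputed from the scanner output with coefficients of 0.991 for F- against C-plants, 0.991 for EF- against C-plants, 0.981 for E- against C-plants and 0.986 for EF- against F-plants. Genes are not independent replicates.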

**Table S2.** Complete lists of GO-term lists enriched among the differentially regulated genes between any of the treatments in either of the two leaves analyzed by microarrays are provided in the Exel file "Supplementary Table S2".

**Table S3.** Primers used for qPCR of *S. dulcamara* genes.

| Gene name  | Accession         | Sequence (5'-3') |                        |
|------------|-------------------|------------------|------------------------|
| <i>GST</i> | comp17002_c0_seq1 | F                | ACGAACAAAGGCTGTCCAAG   |
|            |                   | R                | CCTAAGGCTAGGGAGATGGC   |
| <i>HQT</i> | comp16609_c0_seq1 | F                | AGAAGCCTAATGCGTGTGGT   |
|            |                   | R                | TCTGGATCTTGTTGCTCTG    |
| <i>ANS</i> | comp14387_c0_seq1 | F                | CTTCTGGCAATGTCCAAGGC   |
|            |                   | R                | CCTCGGGGAAAACACAATGG   |
| <i>MLP</i> | comp17996_c0_seq1 | F                | TGTGAACACGAGTGGACTACAT |
|            |                   | R                | AGCAAAACACCAAAGGGCAA   |

**Table S4.** Statistical models assessing the effect of oviposition on performance parameters of *S. exigua* larvae kept on defined *S. dulcamara* leaves. Summaries of generalized linear mixed models (GLMMs) testing the effect of oviposition on larval mortality after (a) two days, (b) four days, (c) six days of feeding and of linear mixed models (LMMs) testing the effect of oviposition on larval mass after (d) four days and (e) six days. Significant P-values are highlighted in bold.

| <b>(a) GLMM fit by ML for Binomial- distributed data of dead to live larvae day 2</b> |                 |           |          |          |
|---------------------------------------------------------------------------------------|-----------------|-----------|----------|----------|
| <i>Random effects</i>                                                                 | <b>variance</b> | <b>SD</b> |          |          |
| Population                                                                            | 0.10            | 0.31      |          |          |
| <i>Fixed effects</i>                                                                  | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                             | -2.65           | 0.36      | -7.44    | < 0.001  |
| Eggs (yes/no)                                                                         | 1.47            | 0.38      | 3.84     | < 0.001  |
| <b>(b) GLMM fit by ML for Binomial- distributed data of dead to live larvae day 4</b> |                 |           |          |          |
| <i>Random effects</i>                                                                 | <b>variance</b> | <b>SD</b> |          |          |
| Population                                                                            | 0.08            | 0.28      |          |          |
| <i>Fixed effects</i>                                                                  | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                             | -1.16           | 0.23      | -5.08    | < 0.001  |
| Eggs (yes/no)                                                                         | 0.59            | 0.26      | 2.274    | 0.023    |
| <b>(c) GLMM fit by ML for Binomial- distributed data of dead to live larvae day 6</b> |                 |           |          |          |
| <i>Random effects</i>                                                                 | <b>variance</b> | <b>SD</b> |          |          |
| Population                                                                            | 0.48            | 0.69      |          |          |
| <i>Fixed effects</i>                                                                  | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                             | -0.22           | 0.34      | -0.67    | 0.506    |
| Eggs (yes/no)                                                                         | 0.24            | 0.24      | 0.97     | 0.332    |
| <b>(d) LMM fit by REML for larval mass on day 4</b>                                   |                 |           |          |          |
| <i>Random effects</i>                                                                 | <b>variance</b> | <b>SD</b> |          |          |
| Replicate                                                                             | 0.29            | 0.54      |          |          |
| <i>Fixed effects</i>                                                                  | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                             | 0.99            | 0.12      | 8.14     | < 0.001  |
| Eggs (yes/no)                                                                         | -0.15           | 0.08      | -1.92    | 0.055    |
| <b>(e) LMM fit by REML for larval mass on day 6</b>                                   |                 |           |          |          |
| <i>Random effects</i>                                                                 | <b>variance</b> | <b>SD</b> |          |          |
| Replicate                                                                             | 1.42            | 1.19      |          |          |
| <i>Fixed effects</i>                                                                  | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                             | 3.86            | 0.38      | 10.12    | < 0.001  |
| Eggs (yes/no)                                                                         | -0.96           | 0.43      | -2.23    | 0.026    |

**Table S5.** Statistical models assessing the effect of oviposition on performance parameters of *S. exigua* larvae released on *S. dulcamara* plants. Summaries of generalized linear mixed models (GLMMs) testing the effect of oviposition on larval mortality after (a) one day, (b) two days, (c) ten days after release on the plant and (d) until pupation and of linear mixed models (LMMs) testing the effect of oviposition on mass of larvae after ten days on the plant and of pupae developing from these larvae. Significant P-values are highlighted in bold.

| <b>(a) GLMM fit by ML for Binomial- distributed data of dead to live larvae day 1</b>     |                 |           |          |          |
|-------------------------------------------------------------------------------------------|-----------------|-----------|----------|----------|
| <i>Random effects</i>                                                                     | <b>variance</b> | <b>SD</b> |          |          |
| Replicate                                                                                 | 0.37            | 0.61      |          |          |
| <i>Fixed effects</i>                                                                      | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                                 | -2.13           | 0.39      | 5.45     | < 0.001  |
| Eggs (yes/no)                                                                             | -0.42           | 0.46      | -0.91    | 0.36     |
| <b>(b) GLMM fit by ML for Binomial- distributed data of dead to live larvae day 2</b>     |                 |           |          |          |
| <i>Random effects</i>                                                                     | <b>variance</b> | <b>SD</b> |          |          |
| Replicate                                                                                 | 0.26            | 0.51      |          |          |
| <i>Fixed effects</i>                                                                      | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                                 | -1.50           | 0.01      | -205.10  | < 0.001  |
| Eggs (yes/no)                                                                             | -0.78           | 0.01      | -106.9   | < 0.001  |
| <b>(c) GLMM fit by ML for Binomial- distributed data of dead to live larvae day 10</b>    |                 |           |          |          |
| <i>Random effects</i>                                                                     | <b>variance</b> | <b>SD</b> |          |          |
| Population                                                                                | 0.18            | 0.42      |          |          |
| <i>Fixed effects</i>                                                                      | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                                 | 0.43            | 0.25      | -1.76    | 0.079    |
| Eggs (yes/no)                                                                             | -0.82           | 0.31      | -2.66    | 0.008    |
| <b>(d) GLMM fit by ML for Binomial- distributed data of dead to live larvae day until</b> |                 |           |          |          |
| <i>Random effects</i>                                                                     | <b>variance</b> | <b>SD</b> |          |          |
| Population                                                                                | 0.05            | 0.23      |          |          |
| <i>Fixed effects</i>                                                                      | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                                 | -0.04           | 0.21      | -0.18    | 0.857    |
| Eggs (yes/no)                                                                             | -0.71           | 0.28      | -2.49    | 0.013    |
| <b>(e) LMM fit by REML for larval mass on day 10</b>                                      |                 |           |          |          |
| <i>Random effects</i>                                                                     | <b>variance</b> | <b>SD</b> |          |          |
| Replicate                                                                                 | 107.20          | 10.36     |          |          |
| Residuals                                                                                 | 178.60          | 13.37     |          |          |
| <i>Fixed effects</i>                                                                      | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                                 | 70.45           | 5.64      | 12.50    | < 0.001  |
| Eggs (yes/no)                                                                             | -17.10          | 6.30      | -2.71    | 0.007    |
| <b>(f) LMM fit by REML for pupal mass</b>                                                 |                 |           |          |          |
| <i>Random effects</i>                                                                     | <b>variance</b> | <b>SD</b> |          |          |
| Replicate                                                                                 | 29.27           | 5.41      |          |          |
| Residuals                                                                                 | 72.84           | 8.54      |          |          |
| <i>Fixed effects</i>                                                                      | <b>estimate</b> | <b>SE</b> | <b>Z</b> | <b>P</b> |
| Intercept                                                                                 | 118.82          | 3.37      | 35.28    | < 0.001  |
| Eggs (yes/no)                                                                             | -4.24           | 4.02      | -1.05    | 0.059    |

**Table S6.** Statistical comparisons to assess the inducibility of protease inhibitor (PI) activity in *S. dulcamara* leaves. Welch's t-tests on PI activity data (a) 0, (b) 24, (c) 36 and (d) 48 hours after two days of *S. exigua* feeding or treatment with methyl jasmonate (MeJA) at the time the larvae started to feed in comparison to untreated control plants. Significant P-values are highlighted in bold.

| <b>a) Welch's t-tests on PI data 0 hours after treatment</b> |          |           |                   |
|--------------------------------------------------------------|----------|-----------|-------------------|
| <i>Comparison</i>                                            | <i>t</i> | <i>df</i> | <i>P</i>          |
| Control- <i>S. exigua</i>                                    | -1.34    | 11.13     | 0.207             |
| Control-MeJA                                                 | -1.81    | 10.31     | 0.100             |
| <b>b) Welch's t-tests on PI data 24 hrs after treatment</b>  |          |           |                   |
| <i>Comparison</i>                                            | <i>t</i> | <i>df</i> | <i>P</i>          |
| Control- <i>S. exigua</i>                                    | -2.78    | 8.00      | <b>0.024</b>      |
| Control-MeJA                                                 | -6.9449  | 6.00      | <b>&lt; 0.001</b> |
| <b>c) Welch's t-tests on PI data 36 hrs after treatment</b>  |          |           |                   |
| <i>Comparison</i>                                            | <i>t</i> | <i>df</i> | <i>P</i>          |
| Control- <i>S. exigua</i>                                    | -5.283   | 8.00      | <b>&lt; 0.001</b> |
| Control-MeJA                                                 | -7.278   | 6.00      | <b>&lt; 0.001</b> |
| <b>d) Welch's t-tests on PI data 48 hrs after treatment</b>  |          |           |                   |
| <i>Comparison</i>                                            | <i>t</i> | <i>df</i> | <i>P</i>          |
| Control- <i>S. exigua</i>                                    | -3.696   | 8.00      | <b>0.006</b>      |
| Control-MeJA                                                 | -5.636   | 6.00      | <b>0.001</b>      |

**Table S7.** Linear model assessing the effect of *S. exigua* oviposition and feeding on PI activity in *S. dulcamara*. Summary of the linear model testing the effect of *S. exigua* oviposition and feeding on PI activity in *S. dulcamara* leaf tissue. Significant P-values are highlighted in bold.

| <b>LM fit by ML on PI data</b> |                 |           |          |                   |
|--------------------------------|-----------------|-----------|----------|-------------------|
| <i>Fixed effects</i>           | <i>estimate</i> | <i>SE</i> | <i>t</i> | <i>P</i>          |
| Intercept                      | 0.02            | 0.04      | 0.49     | 0.630             |
| Eggs (yes/no)                  | 0.03            | 0.05      | 0.54     | 0.596             |
| Feeding(yes/no)                | 0.20            | 0.05      | 4.26     | <b>&lt; 0.001</b> |
| Eggs x Feeding                 | 0.01            | 0.07      | 0.11     | 0.912             |

**Table S8.** Linear mixed models assessing the effect of *S. exigua* oviposition and feeding on phytohormone levels in *S. dulcamara*. Summary of the linear mixed models testing the effect of *S. exigua* oviposition and feeding on levels of: (a-b) JA; (c-d) JA-Ile; (e-f) SA and (g-h) ABA in *S. dulcamara* leaf tissue. Tissue of the previously oviposited leaf or the same leaf position of non-oviposited plants (L0-leaf) as well as the next younger leaf (L1-leaf) was analyzed. Significant P-values are highlighted in bold.

| <b>(a) LMM fit by ML on JA data of the L0-leaf local to oviposition</b>        |                 |           |          |                   |
|--------------------------------------------------------------------------------|-----------------|-----------|----------|-------------------|
| <i>Random effects</i>                                                          | <b>variance</b> | <b>SD</b> |          |                   |
| Replicate                                                                      | 230.40          | 15.18     |          |                   |
| <i>Fixed effects</i>                                                           | <b>estimate</b> | <b>SE</b> | <b>t</b> | <b>P</b>          |
| Intercept                                                                      | 0.67            | 11.63     | 0.06     | 0.950             |
| Eggs (yes/no)                                                                  | -1.60           | 14.82     | -0.11    | 0.914             |
| Feeding(yes/no)                                                                | 55.36           | 14.34     | 3.86     | <b>&lt; 0.001</b> |
| Eggs x Feeding                                                                 | -2.93           | 20.29     | -0.15    | 0.885             |
| <b>(b) LMM fit by ML on JA data of the L1-leaf systemic to oviposition</b>     |                 |           |          |                   |
| <i>Random effects</i>                                                          | <b>variance</b> | <b>SD</b> |          |                   |
| Replicate                                                                      | 0.00            | 0.00      |          |                   |
| <i>Fixed effects</i>                                                           | <b>estimate</b> | <b>SE</b> | <b>t</b> | <b>P</b>          |
| Intercept                                                                      | 2.46            | 22.52     | 0.11     | 0.913             |
| Eggs (yes/no)                                                                  | -0.66           | 34.04     | -0.02    | 0.985             |
| Feeding(yes/no)                                                                | 166.50          | 31.85     | 5.23     | <b>&lt; 0.001</b> |
| Eggs x Feeding                                                                 | -11.53          | 46.62     | -0.25    | 0.805             |
| <b>(c) LMM fit by ML on JA-Ile data of the L0-leaf local to oviposition</b>    |                 |           |          |                   |
| <i>Random effects</i>                                                          | <b>variance</b> | <b>SD</b> |          |                   |
| Replicate                                                                      | 1.28            | 1.13      |          |                   |
| <i>Fixed effects</i>                                                           | <b>estimate</b> | <b>SE</b> | <b>t</b> | <b>P</b>          |
| Intercept                                                                      | 0.37            | 0.69      | 0.54     | 0.586             |
| Eggs (yes/no)                                                                  | 0.15            | 0.81      | 0.19     | 0.853             |
| Feeding(yes/no)                                                                | 5.17            | 0.79      | 6.58     | <b>&lt; 0.001</b> |
| Eggs x Feeding                                                                 | -0.73           | 1.11      | -0.66    | 0.509             |
| <b>(d) LMM fit by ML on JA-Ile data of the L1-leaf systemic to oviposition</b> |                 |           |          |                   |
| <i>Random effects</i>                                                          | <b>variance</b> | <b>SD</b> |          |                   |
| Replicate                                                                      | 1.49            | 1.22      |          |                   |
| <i>Fixed effects</i>                                                           | <b>estimate</b> | <b>SE</b> | <b>t</b> | <b>P</b>          |
| Intercept                                                                      | 0.57            | 1.75      | 0.32     | 0.746             |
| Eggs (yes/no)                                                                  | -0.06           | 2.58      | -0.02    | 0.983             |
| Feeding(yes/no)                                                                | 10.66           | 2.41      | 4.43     | <b>&lt; 0.001</b> |
| Eggs x Feeding                                                                 | -2.84           | 3.53      | -0.81    | 0.421             |
| <b>(e) LMM fit by ML on SA data of the L0-leaf local to oviposition</b>        |                 |           |          |                   |
| <i>Random effects</i>                                                          | <b>variance</b> | <b>SD</b> |          |                   |
| Population                                                                     | 1196.00         | 34.59     |          |                   |
| <i>Fixed effects</i>                                                           | <b>estimate</b> | <b>SE</b> | <b>t</b> | <b>P</b>          |
| Intercept                                                                      | 29.98           | 36.58     | 0.82     | 0.412             |
| Eggs (yes/no)                                                                  | 47.67           | 43.39     | 1.10     | 0.272             |
| Feeding(yes/no)                                                                | 29.81           | 42.07     | 0.71     | 0.479             |
| Eggs x Feeding                                                                 | -10.03          | 59.53     | -0.17    | 0.866             |

(Continues)

**(f) LMM fit by ML on SA data of the L1-leaf systemic to oviposition**

| <i>Random effects</i> | <b>variance</b> | <b>SD</b> |       |       |
|-----------------------|-----------------|-----------|-------|-------|
| Population            | 13133.00        | 114.60    |       |       |
| Eggs (yes/no)         | 24.06           | 71.92     | 0.33  | 0.738 |
| Feeding(yes/no)       | -26.41          | 67.14     | -0.39 | 0.694 |
| Eggs x Feeding        | 44.00           | 98.93     | 0.45  | 0.655 |

**(g) LMM fit by ML on ABA data of the L0-leaf local to oviposition**

| <i>Random effects</i> | <b>variance</b> | <b>SD</b> |          |          |
|-----------------------|-----------------|-----------|----------|----------|
| Replicate             | 27.41           | 5.24      |          |          |
| <i>Fixed effects</i>  | <b>estimate</b> | <b>SE</b> | <b>t</b> | <b>P</b> |
| Intercept             | 53.34           | 6.73      | 7.93     | < 0.001  |
| Eggs (yes/no)         | -4.13           | 9.19      | -0.45    | 0.654    |
| Feeding(yes/no)       | 18.47           | 8.91      | 2.07     | 0.038    |
| Eggs x Feeding        | 2.50            | 12.61     | 0.20     | 0.843    |

**(h) LMM fit by ML on ABA data of the L1-leaf systemic to oviposition**

| <i>Random effects</i> | <b>variance</b> | <b>SD</b> |          |          |
|-----------------------|-----------------|-----------|----------|----------|
| Replicate             | 177.00          | 13.31     |          |          |
| <i>Fixed effects</i>  | <b>estimate</b> | <b>SE</b> | <b>t</b> | <b>P</b> |
| Intercept             | 80.33           | 11.94     | 6.73     | < 0.001  |
| Eggs (yes/no)         | -13.68          | 16.87     | -0.81    | 0.417    |
| Feeding(yes/no)       | 43.46           | 15.67     | 2.77     | 0.006    |
| Eggs x Feeding        | -5.53           | 23.07     | -0.24    | 0.810    |

**Table S9.** Statistical comparisons to assess the effect of *S. exigua* oviposition and feeding on transcript accumulation of selected genes in *S. dulcamara*. Welch's t-tests on qPCR data of (a) *anthocyanidin synthase* (ANS), (b) *glutathione S-transferase* (GST), (c) *hydroxycinnamoyl CoA quinate transferase* (HQT) and (d) *major latex-like protein* (MLP). Transcripts were determined in RNA from leaf tissue of *S. dulcamara* plants that were either untreated (Control: C), previously oviposited (Eggs: E), fed by *S. exigua* larvae (Feeding: F) or fed and previously oviposited (Eggs + feeding: EF). Significant P-values are highlighted in bold.

| <b>a) Welch's t-tests on ANS transcript accumulation in the L1-leaf systemic to oviposition</b> |          |           |              |
|-------------------------------------------------------------------------------------------------|----------|-----------|--------------|
| <i>Comparison</i>                                                                               | <i>t</i> | <i>df</i> | <i>P</i>     |
| C-E                                                                                             | 0.99     | 8.17      | 0.350        |
| C-F                                                                                             | 1.63     | 9.18      | 0.137        |
| C-EF                                                                                            | -1.03    | 9.04      | 0.330        |
| E-EF                                                                                            | -1.57    | 11.60     | 0.143        |
| F-EF                                                                                            | 2.12     | 11.99     | 0.055        |
| <b>b) Welch's t-tests on GST transcript accumulation in the L1-leaf systemic to oviposition</b> |          |           |              |
| <i>Comparison</i>                                                                               | <i>t</i> | <i>df</i> | <i>P</i>     |
| C-E                                                                                             | 1.16     | 8.18      | 0.280        |
| C-F                                                                                             | 2.87     | 9.15      | <b>0.018</b> |
| C-EF                                                                                            | -0.35    | 10.31     | 0.735        |
| E-EF                                                                                            | -1.28    | 10.45     | 0.228        |
| F-EF                                                                                            | 2.78     | 11.55     | <b>0.017</b> |
| <b>c) Welch's t-tests on HQT transcript accumulation in the L1-leaf systemic to oviposition</b> |          |           |              |
| <i>Comparison</i>                                                                               | <i>t</i> | <i>df</i> | <i>P</i>     |
| C-E                                                                                             | 0.76     | 8.61      | 0.499        |
| C-F                                                                                             | 2.85     | 8.90      | <b>0.019</b> |
| C-EF                                                                                            | -0.97    | 11.94     | 0.350        |
| E-EF                                                                                            | -12.96   | 8.30      | 0.230        |
| F-EF                                                                                            | 3.50     | 8.56      | <b>0.007</b> |
| <b>d) Welch's t-tests on MLP transcript accumulation in the L1-leaf systemic to oviposition</b> |          |           |              |
| <i>Comparison</i>                                                                               | <i>t</i> | <i>df</i> | <i>P</i>     |
| C-E                                                                                             | -0.26    | 11.80     | 0.801        |
| C-F                                                                                             | 0.23     | 11.59     | 0.819        |
| C-EF                                                                                            | -1.50    | 11.85     | 0.161        |
| E-EF                                                                                            | -1.34    | 11.35     | 0.207        |
| F-EF                                                                                            | 1.55     | 11.93     | 0.139        |

How the deposited data were processed for this re-analysis (not part of the article)

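The L1-leaf of *S. dulcamara* was measured on 12 arrays of the 8 × 60K Agilent custom microarray, 3 for each of the treatments C, E, F and EF. Each array was hybridized with RNA pooled from 3 plants. The replicates of a treatment came from the populations Erkner, Friesland and Siethen, with 1 array per population and treatment. In F- and EF-plants, 12 neonate larvae per plant started on the L0-leaf, and those alive after 24 h fed on the L1-leaf for another 24 h. Their number on the L1-leaf was not used here, and the paper reports that mortality on day 2 differed between plants with and without eggs. The arrays of the L0-leaf, the GO annotation, the qPCR data and the metabolite data were not analysed here.

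Per the file headers, the intensity values were produced by the scanner software as the mean pixel signal of each spot with the median signal of its local background, and neither background subtraction nor normalization was applied to them before they were deposited. The same files hold a processed intensity, which per the file headers was background-subtracted and detrended for each array. The log2 values of the series matrix were, according to the authors, background-corrected with normexp and quantile normalized, and the values show that this was done over all 62970 spots without a filter on dim probes.

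The mean signals were the starting point. A spot was kept when it exceeded 1.8 times the 90th percentile of the 35 dark-corner spots of its array on at least 3 arrays. The factor and the percentile are those of the methods section, which does not name the number of arrays. Of 61651 spots with a gene probe, 47680 were kept. They were background-corrected with normexp without an offset and quantile normalized in limma 3.58.1 under R 4.3.3, and spots marked as outliers by the scanner software were left out. The values of the probes of a target were averaged and then log2-transformed, as the methods section states, which gave 24506 targets. A target is a contig on 1 strand. For 3 targets, whose names differ from those of other probes of the same target only by a prefix, the probes were joined after the first counts had been seen, which changed the number of genes that differed between F- and C-plants by 1. Tables were read with data.table 1.17.8 and jsonlite 2.0.0 and summarised with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

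On each array, between 79.5% and 84.9% of the gene probes were well above background, the median ratio of signal to local background lay between 5.49 and 9.25, and 0 gene probes were saturated. Between 13 and 32 gene probes per array were marked as outliers. The number of arrays limits the precision of every value.

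All 12 arrays were fitted in 1 linear model with a mean per treatment, and variances were moderated with eBayes. The comparisons were F with C, EF with C, E with C and EF with F, as in the paper, and the difference between both egg effects, (EF - F) - (E - C). A gene was counted when it differed at least 2-fold with an unadjusted p-value below 0.05 in limma's test, which are the criteria of the methods section, and the number with a Benjamini-Hochberg adjusted p-value below 0.05 was computed for each comparison. Single genes were compared with exact permutation tests, for which 3 arrays against 3 cannot give a p below 0.1. These tests treat the arrays as unpaired, although the arrays of a population are matched across treatments. Differences between the populations were tested with limma's moderated F test with the treatment in the model. The share of genes common to F- and EF-plants was set against 100 data sets simulated with the same feeding response in both, in which population differences and the covariance between genes were kept. This form of the simulation was decided on after the small p-values of EF- against F-plants and of E- against C-plants had been found to be fewer than chance gives, and before it was run. The versions with shrunken effects and without a treatment effect were added later, with 50 data sets each.

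Phenylpropanoid genes were all genes whose protein description matched a list of search terms for the enzymes of the pathway. The terms also matched contigs described as anthocyanin permease, which are transporters. The list was tested with limma's camera with a preset correlation of 0.01 and with fry. Camera sets the list against all other genes, while fry tests the list by itself. Genes were named by a rule. They are the genes that the paper names on the arrays, for each comparison in the paper the 3 largest increases and the 3 largest decreases among genes past the threshold that changed the same way in all 3 populations, and the phenylpropanoid genes that differed between EF- and F-plants. Contigs of Table S1 were matched where the array has a single target for the contig. The matching was narrowed to such contigs after values under a wider matching had been seen.

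Alternatives comprised 3 other filters on dim probes, other background corrections and normalizations, the brightest probe of a gene, flagged spots kept, the log2 values of the series matrix, the population or the slide as a block, only the 6 arrays of a comparison, other ways of moderating variances, array weights, adjusted p-values, and each array or each population left out. The mean of log2 values of the probes and the combination of no filter with the population block were added after the data had been seen. The procedure was also tested on simulated data, in which 200 of 23859 genes were changed by 2 log2 units in EF-plants. Of these, 197 were found between EF- and F-plants, 177 of them with an adjusted p-value below 0.05, and 214 unchanged genes were counted as well. The noise was independent between genes and arrays, without population differences, and the dimmest genes were not among those changed. Between E- and C-plants, 5.08% of the unchanged genes had an unadjusted p-value below 0.05 in limma's test, against 0.902% of genes on the real arrays. The share found therefore does not carry over to the real arrays.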

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

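The tests of chance groupings, slides and populations reported here were decided on before their results were seen, except the test in which phenylpropanoid genes were chosen without the population they were measured in and the simulations with shrunken effects and without a treatment effect.

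Egg effects with and without feeding, (EF - F) and (E - C), differed for 3 of the named genes by limma's test of the interaction. The difference was -2.64 on the log2 scale for comp17315_c0_seq1, 3.56 for comp22837_c0_seq1 and -3.63 for comp11057_c0_seq4|comp11057_c0_seq5|comp11057_c0_seq6. These genes are named because they lie among the largest changes of E- against C-plants or of EF- against F-plants, and this choice enlarges the interaction. After adjustment over all genes, none of the 44 interaction genes had a p-value below 0.05 in limma's test, and 224 genes had an unadjusted one below 0.05. Of 100 regroupings of the arrays, 97 gave at least 44 interaction genes, the real grouping included. Among the 16 that part the populations in every group, as the real one does, 13 did. Arrays with and without feeding can change places in a regrouping. The feeding response can therefore enter these counts, which do not decide on chance. Since none of the 44 genes passed after adjustment, chance stays open. All 3 genes are near background on part of the arrays. The contig comp17315_c0_seq1 was not well above background on any C-array, comp22837_c0_seq1 was so on 2, 1, 2 and 3 arrays of C-, E-, F- and EF-plants, and comp11057_c0_seq4|comp11057_c0_seq5|comp11057_c0_seq6 on 2, 2, 3 and 1. A changed response to feeding after oviposition remains an open explanation.

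The phenylpropanoid list differed between both egg effects with a camera p-value of 0.00736. With fry, which tests the list by itself and takes the correlation between genes from the data, the value was 0.258. The median interaction of the list was 0.13 on the log2 scale, and 97 of 143 genes lay above 0. Camera used a preset correlation of 0.01. An effect of eggs that is independent of feeding was tested on the 8 list genes that differed between EF- and F-plants. All 8 were higher in E- than in C-plants, with a median of 1.42, and fry gave 0.180 for this difference and 0.448 for the interaction. With the population as a replicate block, these values were 0.0347 and 0.195. The difference between E- and C-plants thus passes 0.05 only with the block and the interaction in neither model, so that an egg effect with and one without dependence on feeding cannot be told apart for these genes at 3 arrays per treatment. Of the 10 splits of the arrays of F- and EF-plants, 3 gave at least 8 list genes. The other 2 do not part every population, and among the 4 that do, the real one gave 8 and the others 0 to 2. In simulated data sets without an effect of eggs on fed plants, at least 8 list genes differed in 1 of 100, in 0 of 50 with shrunken effects and in 2 of 50 without any treatment effect. The splits alone cannot exclude chance, since the design allows no fewer than 1 of 10.

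The same 8 genes may owe their difference between EF- and F-plants to 1 population. Their median difference was 4.51 in Erkner, 2.40 in Friesland and 1.07 in Siethen, and leaving out a population gave medians from 1.70 to 3.36. This test runs on genes chosen for the difference and decides nothing. When genes were chosen without Friesland, 9 of 11 were higher in EF-plants there, with a median of 1.39, and when they were chosen without Siethen, 9 of 9 were, with a median of 0.454 in log2 units. Without Erkner, 0 list genes had an unadjusted p-value below 0.05 in limma's test, so none could be chosen and measured there. A difference carried by Erkner and one common to all populations cannot be told apart.

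A total of 3953 genes (16.1%) differed between the 3 populations at an adjusted p-value below 0.05 in limma's moderated F test with the treatment in the model, which the paper does not report. Of these, 1301 had a range of at least 1 log2 unit between populations. The mean farthest from the other populations was that of Erkner for 1555 genes, of Friesland for 1666 and of Siethen for 732. Of 100 permutations of the populations within treatments, 1 gave as many genes, which is the real grouping, and the next highest number was 868. This argues against chance. With the slide as a block, 2095 genes differed between the populations. The number was 414 without Erkner, 113 without Friesland and 2717 without Siethen. Since 1 pool per population and treatment was used, differences in growth, harvest or handling of the populations could give the same pattern and were not tested, and genetic differences between the populations stay a hypothesis.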

How the results depend on the processing

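All settings were decided on before the data were examined except the mean of log2 probe values and the combination of no dim-probe filter with the population block, which were chosen after seeing the data. Where a number below differs, the cause was not tested unless stated.

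The 54 values of named genes were recomputed in 1754 cases. In 1546 of these, direction and side of the threshold stayed, in 168 the value no longer passed the threshold, in 19 it passed it newly and in 21 it changed sign. No setting moved the median of all genes by over 0.1 log2 units.

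With the dim-probe threshold on all 12 arrays, which removes genes that are dim in 1 treatment and so depends on the change itself, 40 genes differed between E- and C-plants and 71 in the interaction, the shared part of the F- and EF-responses was 46.9%, and 3 phenylpropanoid genes differed between EF- and F-plants, with a camera p-value of 0.191 and a median reversed to -0.0015. Without a dim filter, the numbers were 109 (E), 98 (EF against F), 176 (interaction) and 2489 (population), the shared part was 47.4% and the camera p-value 0.0849. Without a dim filter and with the population block, they were 139, 110, 212 and 2489, with 46.9% and 0.0692. With spots well above background on 3 arrays, the interaction had 68 genes. With a normexp offset of 50, which shrinks fold changes of dim genes, 286 genes differed in F-plants, 229 in EF-plants, 4 in E-plants, 20 between EF- and F-plants and 7 in the interaction. The interaction had 27 genes with normexp on all spots and 25 with the series matrix.

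With the population as a replicate block, the numbers were 72 (E), 69 (EF against F) and 113 (interaction), and the residual sum of squares of each gene is smaller by construction. The block shared 563 of 572 genes of F-plants, 458 of 462 of EF-plants, 23 of 23 of E-plants, 38 of 40 of EF against F and 37 of 44 of the interaction. With the slide as a block, the interaction had 79 genes, the populations 2095, and fry gave 0.00290 for the list. With only the 6 arrays compared, the shared part was 49.2% and fry gave 0.0145. Without moderation of variances, 18 genes differed between EF- and F-plants, 21 in the interaction, 2426 between populations and 3 in the list. With array weights, the numbers were 63 (EF against F) and 72 (interaction), and the shared part was 48.7%. With adjusted p-values below 0.05 in limma, by construction fewer genes remained, with 71 in F-plants and 29 in EF-plants and a shared part of 37.0%, and 0 for E-plants, EF against F, the interaction and the list, where 221, 216, 224 and 9 genes had an unadjusted p-value below 0.05.

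Leaving out 1 array or 1 population gave from 413 to 887 genes for F-plants, 371 to 673 for EF-plants, 23 to 164 for E-plants, 36 to 92 for EF against F (highest without the EF-array from Erkner and without all arrays from Erkner), 42 to 258 for the interaction and 113 to 3875 for populations (lowest without Friesland). The shared part ranged from 36.0% to 55.3% and the list from 0 to 12 genes, both lowest without Erkner. Camera ranged from 0.000587 to 0.125, fry from 0.0374 to 0.515 and the list median from 0.0045 to 0.0697.

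Values of 4 contigs changed sign, none of which had passed the threshold. For comp10094_c0_seq1, this was the case between F- and C-plants with -0.14 without a dim filter, alone or with the population block, and -0.19 for spots well above background. Leaving out 1 array or population gave ranges that cross 0. For comp10094_c0_seq1, these were -0.67 to 0.84 between F- and C-plants, -1.01 to 0.52 between E- and C-plants, -1.66 to 0.32 between EF- and C-plants and -1.95 to 0.025 between EF- and F-plants. For comp14387_c0_seq1 they were -0.24 to 0.037 for E-plants, -0.11 to 0.19 for EF-plants and -0.26 to 0.028 for EF against F. For comp17996_c0_seq1 they were -0.75 to 1.49 for E-plants (lowest without E replicate 2) and -1.19 to 1.66 for F-plants (lowest without F replicate 2), and for comp14387_c0_seq2 they were -2.30 to 0.13 for F-plants (highest without Erkner).

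Signal over background limits dim genes. Its median per array was 5.49 to 7.80 for C-plants, 6.00 to 9.25 for E-plants, 5.76 to 6.44 for F-plants and 5.58 to 6.24 for EF-plants, and for comp17996_c0_seq1, which is near background on most arrays, the difference between EF- and F-plants was 1.51 with a normexp offset of 50 and 3.99 without.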

Differences from the paper's values

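All alternatives named here were set before the data were examined unless stated.

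The paper reports that 2.5% of the altered genes of the L1-leaf were altered in E-plants as well as in F- or EF-plants, and the value here was 1.17%. Of 32 alternatives, 8 did not differ from the paper's value by more than 1.5 times. They are the dim-probe threshold on all 12 arrays, no dim filter, the population block, only the 6 arrays compared, and leaving out C replicate 1, C replicate 2, E replicate 2 or F replicate 1. The other alternatives differed in both directions. The value was 0.302% with a normexp offset of 50, but 5.43% without C replicate 3 and 5.08% without E replicate 3. It was 7.12% without the Friesland population and 7.91% without the Siethen population.

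Between E- and C-plants, the paper reports 82 genes and 23 were found here. Of the alternatives, 5 did not differ by more than 1.5 times, which are no dim filter (109), the population block (72), and leaving out C replicate 3 (55), E replicate 1 (62) or E replicate 2 (73). The others differed.

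Between EF- and F-plants, the paper reports 82 genes and 40 were found here. The 12 alternatives that did not differ are no dim filter (98), spots well above background on 3 arrays, the population block (69), array weights (63), leaving out F replicate 1, 2 or 3, leaving out EF replicate 1 or 3, and leaving out any of the 3 populations (92, 81 and 80 without Erkner, Friesland and Siethen). The others differed. Without a dim filter and with the population block, a setting chosen after seeing the values, there were 110 genes, within 1.5 times of the paper's number as well, but 139 between E- and C-plants.

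Table S1 of the paper holds 127 genes of the L1-leaf that were lower in EF- than in C-plants, and 82 were found here. Of the alternatives, 14 did not differ by more than 1.5 times, which are the dim-probe threshold on all 12 arrays, no dim filter, spots well above background on 3 arrays, the population block, only the 6 arrays compared, array weights, and leaving out C replicate 1 or 2, E replicate 1 or 3, EF replicate 1 or 2, or the Erkner or Siethen population. The others differed.

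The paper describes *HQT* and *GST* as down-regulated by larval feeding. Its qPCR tests on individual plants of the L1-leaf also found a significant difference between C- and F-plants for both genes. In F- against C-plants, *HQT* comp16609_c0_seq1 changed by -2.03 and *GST* comp17002_c0_seq1 by -2.51, both of which missed the threshold. The former passed it with the population block, with array weights, and without C replicate 2, F replicate 3 or the Friesland population. The latter passed it with the population block, with the slide block, and without F replicate 3 or the Siethen population. Both also passed it without a dim filter and with the population block, chosen after seeing the values. The paper states that most genes that differed between EF- and F-plants belong to the feeding-responsive genes in each leaf, and in the L1-leaf 17 of 40 (42.5%) did here, while the L1 list of Table S1 gives 41 of 82 (50%). The share was above 50% with the dim-probe threshold on all 12 arrays (52.8%), the population block (65.2%), array weights (57.1%), and without F replicate 2, EF replicate 3, the Erkner population or the Friesland population. It was 51.8% without a dim filter and with the population block, which was chosen after seeing the values. Of the ethylene responsive transcription factors of Table S1, comp12727_c0_seq1 did not exceed the dim-probe threshold, and without a filter it differed by 1.15 but missed the threshold on the p-value. For comp10094_c0_seq1, neither strand passed the threshold between EF- and F-plants, with -0.83 for 1 strand and, without a filter, 0.48 for the other.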

Other observations

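The tests in this part were decided on before their results were seen, except that the matching of the L0-leaf lists was narrowed after values under a wider matching had been seen, and that the simulations with shrunken effects and without a treatment effect were added later, as was the count of directions in them.

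The shared part of the F- and EF-responses may be what a single feeding response gives when calls are lost at the threshold. In 58 of 100 simulated data sets with the same response in F- and EF-plants, the shared part was at or below the observed 54.3%. Of the genes exclusive to F-plants, 208 of 208 changed in the same direction in EF-plants, and of those exclusive to EF-plants, 92 of 98 did in F-plants. This decides nothing, since both comparisons use the same control arrays, and in simulated data sets without a treatment effect the median share was 100% and 90.9%. In the 100 data sets with the same response, the share for genes exclusive to EF-plants was at or below the observed 93.9% in 6. For genes exclusive to F-plants it reached the observed 100% in 61. The number of genes altered in EF-plants was at or below 462 in 8, and that of F-plants at or below 572 in 35. The observed values of EF-plants thus lie low, but within the range of these data sets. The simulated response does not exclude that single genes respond differently.

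The number of genes that differed between EF- and F-plants may likewise arise without an effect of eggs. In 35 of 100 simulated data sets without such an effect, at least 40 genes differed, and the median was 12. At least 8 list genes differed in 1 of these data sets, and in 0 of 50 with shrunken effects and 2 of 50 without any treatment effect. Other splits of the 6 arrays gave at least 40 genes in 8 of 10 cases, the real one included. Of the 4 splits that part every population, as the real one does, 2 did, and the split that follows the slides, which does not part every population, gave 469 genes. The design allows no fewer than 1 of 10, so that chance cannot be excluded. With the slide as a block, all 40 genes kept their direction and 27 stayed past the threshold, which argues against the slide as the whole cause. A difference in the number of surviving larvae between F- and EF-plants was not tested.

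For the other comparisons, 1 of 10 splits gave as many genes as F- against C-plants, 1 of 10 as many as EF- against C-plants and 9 of 10 as many as E- against C-plants, each including the real one. For 3 arrays against 3, these counts alone cannot exclude chance. In 50 simulated data sets without a treatment effect, at least 572 genes differed between F- and C-plants in 0, at least 462 between EF- and C-plants in 1 and at least 23 between E- and C-plants in 22. At an adjusted p-value below 0.05 in limma's test, 79 genes differed between F- and C-plants and 32 between EF- and C-plants, or 510 and 214 with the population as a replicate block. This argues against chance for F- and EF-plants but not for E-plants. Among the splits that part every population, the others gave 22 to 208 genes for F-plants and 41 to 244 for EF-plants, against 572 and 462. For E-plants, 3 of the 4 such splits gave at least 23 genes. The splits that follow the slides gave 208 and 244.

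A different feeding response in the 3 populations was tested on the mean of F- and EF-plants against that of C- and E-plants. In limma, 0 genes had an adjusted p-value below 0.05, with 1037 genes (4.23%) below 0.05 unadjusted and a smallest adjusted value of 0.0698. With 4 arrays per population, this does not exclude different responses. Over genes, the median share of the sum of squares was 31.8% for the population, 24.2% for the treatment, 11.6% for feeding alone and 1.99% for eggs alone. These shares are not corrected for chance. Noise alone gives each factor a share, which grows with its number of levels, so that the values do not show how much each factor explains. The first 4 principal components held 27.8%, 22.7%, 14.1% and 8.42% of the variance.

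Genes that Table S1 lists as different between EF- and F-plants in the L0-leaf were measured in the L1-leaf. Of the genes listed as higher in EF-plants, 42 of 75 were matched, and 40 of these were higher in EF-plants of the L1-leaf as well, with a median of 0.52 and 11 past the threshold. Of those listed as lower, 25 of 102 were matched and 21 were lower, with a median of -0.97 and 6 past the threshold. The larger fry p-value of both lists was 0.00838. Both leaves were taken from the same plants, so that this is not an independent repeat, and a difference between the pools of plants stays open beside an effect of eggs.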
